# Hepatic transcriptomics reveals immuno-metabolic interactions in juvenile channel catfish (*Ictalurus punctatus*) after *Aeromonas hydrophila* infection

**DOI:** 10.1186/s12864-026-12988-1

**Published:** 2026-05-28

**Authors:** Yesutor K. Soku, Miles D. Lange, Jason W. Abernathy, Nithin M. Sankappa, Craig A. Shoemaker, Karl Hayden, Linnea K. Andersen, Ida Phillips, Toufic Nashar, Temesgen Samuel, Abdelrahman Mohamed

**Keywords:** *Aeromonas hydrophila*, Channel catfish (*Ictalurus punctatus*), Hepatic response, Host-pathogen interaction, Immunometabolism, Liver, Transcriptomics, Aquaculture

## Abstract

**Background:**

In aquaculture, disease outbreaks occur amidst complex husbandry factors like feeding schedule and incidental injury. The liver, a central immunometabolic organ, integrates these cues, but the systems-level transcriptional mechanisms governing its response to concurrent stress are poorly defined in channel catfish. We investigated how feeding status and physical injury modulate the hepatic transcriptome during early *Aeromonas hydrophila* infection in channel catfish.

**Results:**

Juvenile channel catfish were assigned to four treatment groups reflecting combinations of feeding status (fed or fasted) with or without adipose fin‑clipping followed by immersion challenge with virulent *A. hydrophila*. Although the design captured interactions among these factors within the infected groups, it does not represent a full factorial structure as all infected groups were only compared to (fed with or without fin-clipping controls) and did not include the reciprocal (fasted with or without fin-clipping controls). Histopathology at 2, 4, and 8 h post-challenge (hpc) revealed progressive vascular congestion and immune infiltration primarily in fasted, unclipped fish. RNA-Seq analysis of liver tissue, focusing on genes that were differentially expressed across all timepoints when compared to fed with or without fin-clipping controls, showed marked transcriptional reprogramming. Under the present experimental and control framework, fasted fish showed a stronger stress-adaptive signature, including downregulation of genes in acyl-CoA biosynthesis (*tecrb*,* hacd2*,* acsl2*) and the TCA cycle (*idh2*,* aco2*), alongside strong upregulation of cytokine networks (*il1β*,* cxcl18b*). This coincided with KEGG pathway enrichment for fatty acid elongation, steroid biosynthesis, and PPAR signaling. In contrast, fed fish maintained hepatic architecture and showed a more restrained immune response, with enriched oxidoreductase activity in sterol metabolism (*dhcr24*,* dhcr7*,* tm7sf2*), though these anabolic pathways were also suppressed. Fin-clipping was associated with greater pro-inflammatory signaling, but these patterns should be interpreted in the context of the relevant sham control structure.

**Conclusion:**

Our findings suggest that feeding status shapes the early hepatic response during septicemia. Short-term fasting appears to prime the liver for a catabolic, stress-responsive state that may compromise metabolic resilience, while feeding supports homeostasis when compared to fed clipped or unclipped controls. This provides a rationale for nutritional management as an important strategy to enhance metabolic readiness and disease resilience in aquaculture, offering novel targets for functional genomics studies in fish health.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-026-12988-1.

## Introduction

Infectious disease represents a persistent and economically devastating challenge in intensive aquaculture [1, 2]. Outbreaks rarely occur in isolation but are instead mediated by a confluence of husbandry and environmental stressors, including variable feeding schedules and incidental physical injury during handling [3, 4]. These concurrent stressors likely engage complex host response pathways, yet the systems-level mechanisms by which they interact to influence disease progression and outcomes remain poorly resolved. Therefore, understanding these interactions requires using experimental designs that capture the multifactorial reality of production systems rather than single-factor models.

The liver is a vital metabolic and immunological organ that coordinates physiological responses in an animal host [5]. It orchestrates energy homeostasis, biosynthesis, detoxification, and systemic immune responses [5–8]. During infection, the liver undergoes profound metabolic reprogramming to fuel immune defense, a process termed immunometabolism [9]. The nature of this reprogramming is likely shaped by the host’s pre-infection physiological state [10]. However, the precise transcriptional profile of these early hepatic immunometabolic shifts in channel catfish, especially under compounded stress, is not well-defined.

In channel catfish (*Ictalurus punctatus*), a species of considerable aquacultural importance, infections such as those caused by virulent *Aeromonas hydrophila* (vAh) present a significant challenge to both innate immunity and metabolic resilience. Virulent *A. hydrophila* is one cause of motile *Aeromonas* septicemia (MAS), a rapidly progressing disease characterized by hemorrhagic lesions, hepatic dysfunction, and high mortality [11–16]. Epithelial barriers, such as the skin and fins, are primary ports of entry for vAh, and physical injury is a known exacerbating factor [17, 18]. While the individual impacts of fasting or injury on infection susceptibility have been documented [17, 18], their combined effect on the host’s central immunometabolic organ at a genome-wide transcriptional level has not been investigated.

Current research has provided insights into pathological progression of vAh infection [13, 14]. However, a significant knowledge gap exists in our understanding of how pre-infection cues (fed vs. fasted status) and concurrent physical insult (fin-clipping) interact to reshape the hepatic transcriptome during the critical early hours of infection. Such an integrated analysis is necessary for mechanistic prediction of host resilience during acute infectious diseases like MAS.

We used a MAS disease model to evaluate feeding status (fed or fasted) with or without adipose fin‑clipping infection groups and uninfected controls (fed with or without fin-clipping) through histological and transcriptomic (RNA-Seq) analysis to investigate the hepatic response to vAh in channel catfish. We hypothesized that feeding status would be the primary factor driving immunometabolic reprogramming in the liver, and physical injury would further modulate this response by amplifying specific inflammatory pathways. To test this hypothesis, we compared fed versus fasted and fin-clipped versus unclipped fish across early timepoints (2, 4, and 8 h post-challenge). Specifically, our objectives were to: (1) identify the unique and shared transcriptional signatures associated with each stressor, (2) characterize the resulting immunometabolic pathway alterations, and (3) provide a molecular framework linking MAS feed status and injury to hepatic resilience.

## Materials and methods

### Ethics statement

All fish experiments were conducted at the USDA-ARS Aquatic Animal Health Research Unit (AAHRU) under an approved AAHRU Institutional Animal Care and Use Committee protocol number 064 approved on June 15, 2023, and conformed to USDA-ARS Policies and Procedures 130.4.v5.

### Experimental animals and husbandry

Briefly, Delta Select channel catfish (average weight 35 ± 2 g, *n* = 736) were acclimated for 14 days in recirculating aquaculture system (RAS) with daily monitoring of temperature (28 ± 2 °C), pH (7.5 ± 0.5), and dissolved oxygen (7.0 ± 2.0 mg/L). Prior to experimentation, sampled fish (*n* = 5) were screened and confirmed negative for *Aeromonas hydrophila*, indicating the absence of detectable baseline infection in the study population. Aeration was supplied using air stones, and a 12 h:12 h light: darkness photoperiod was used. During acclimation, the channel catfish were fed the same pre-challenge commercial 32% protein 4.8 mm catfish pellets at 3% of their average body weight. The proximate composition of the diet included crude protein 32%, crude fat 5%, and crude fiber 4%.

### Bacterial culture and challenge stock preparation

The vAh isolate ALG-15-097 previously characterized and associated with MAS outbreaks [16], was used for challenge. Briefly, a single colony from tryptic soy agar supplemented with 5% sheep blood (Remel, Lenexa, KS) was inoculated in tryptic soy broth (TSB) (Becton, Dickinson and Co., Sparks, MD) with 0.4 mM deferoxamine mesylate (DFO) (Sigma-Aldrich, St. Louis, MO) and incubated at 28 ± 2 °C with 115 rpm constant shaking for 24 h. Bacterial concentration in colony-forming units (CFU) was determined by measuring the optical density (OD) at 540 nm using an Ultrospec 2100 pro UV/Visible Spectrophotometer (Pharmacia) and confirmed by serial dilution plating on TSA-blood plate. This concentration was 1.5 × 10^9^ CFU/mL. The control inoculum consisted of sterile TSB + DFO prepared identically but without bacterial inoculation.

### Experimental design and challenge procedure

The MAS infected groups were FCF, fin-clipped fed; FCN, fin-clipped fasted, NCF, unclipped fed; NCN, unclipped fasted. The sham control groups were designed to reflect baseline husbandry conditions (cNCF, unclipped fed), and the MAS model (cFCF, fin-clipped fed). Both groups were sham-infected with sterile TSB. On the day of the challenge, channel catfish in the fed groups were offered feed at 3% of their body weight 2 h prior to challenge. The fasted groups received their last feeding the day before the challenge, approximately 24 h prior to the challenge. For the fin-clipped procedure, channel catfish were anesthetized with 100 mg/L of Syncaine (MS-222) (Syndel, Ferndale, WA) buffered with sodium bicarbonate and observed for the absence of opercular movement after 5 min to confirm full sedation. The adipose fin (Af) was clipped at its base using sterile scissors as previously described [17]. The unclipped groups were anesthetized and handled identically but without the clipping procedure. Following treatment assignment, fish were randomly allocated into one of four replicate tanks per treatment group (*n* = 25 fish per tank; total *n* = 100 fish per treatment). Each replicate tank contained 57 L of aerated water. Challenge was performed by static immersion in 10 L, as follows. Sterile broth (sham challenge) was added to the appropriate control tanks (100 mL media) while the bacterial suspension was added to each tank (10 L media + 100 mL bacteria) to achieve the final concentration of 1.5 × 10⁷ CFU/mL. Fish were exposed for 1 h, after which the water flow was resumed at 0.5 L/min for the duration of the challenge. The sham control groups were designed to reflect baseline husbandry conditions in which fish are normally fed, while incidental injury may or may not occur during feeding/handling; accordingly, both sham groups were fed, with one group fin-clipped and the other unclipped. Mortality was monitored for 72 h since no mortality were recorded after this timepoint; survival data from this challenge has been previously published [18].

### Tissue sampling for histopathology and transcriptomics

At 2, 4, and 8 h post-challenge (hpc), six fish per treatment group per timepoint (total *n* = 72) were randomly sampled and euthanized using an overdose of buffered Syncaine (> 300 mg/L). A ventral midline incision was performed to expose the visceral cavity. The liver was carefully dissected and immediately fixed in 10% neutral buffered formalin for 48 h. The channel catfish in the control groups were sampled at 2 hpc only, following the same protocol (total *n* = 12). For transcriptomics, another group of six fish per treatment group per timepoint (total = 72) were randomly sampled and euthanized using an overdose of buffered Syncaine (> 300 mg/L). After a ventral midline incision was performed to expose the visceral cavity, liver tissue (20–30 mg) was placed into 1 mL of RNA stabilization solution (RNAlater, ThermoFisher Scientific, Waltham, MA) and stored at -80 °C until needed. Similarly, the channel catfish in the control groups were sampled at 2 hpc only, following the same protocol (total *n* = 12).

### Histopathology processing and analysis

The formalin-fixed liver samples were processed routinely after they were placed in cassettes as previously reported [18]. Briefly, the samples were dehydrated through a graded ethanol series, cleared in xylene, and embedded in paraffin wax. Thin sections, 5 μm thick, were then cut from the embedded tissues and stained with hematoxylin and eosin (H&E). The stained sections on glass slides were examined under a light microscope (Olympus BX41, Olympus America, Bartlett, TN) at total magnification of between 40-400x.

### RNA extraction, sequencing and bioinformatics

Total RNA liver samples (*n* = 84) were assessed for quality and quantity using the 4200 TapeStation System with the RNA ScreenTape assay (Agilent Technologies, Santa Clara, CA) and a BioTek Cytation 1 Plate Reader with the BioTek Take3 Microvolume Plate (Agilent Technologies, Santa Clara, CA). Total RNA liver samples (*n* = 84) meeting the quality metrics were shipped to a service provider (SeqMatic, Fremont, CA) for RNA sequencing on an Illumina NovaSeq X Instrument (San Diego, CA) in a 2 × 150 bp paired-end configuration with a target sequencing depth of > 25 M paired-end reads/sample. The metrics included RNA concentration greater than 20 ng/µL, A260:A280 between 1.8 and 2.0 and RIN score above 7.0 (Table S1). Sequencing libraries were made with the Illumina Stranded mRNA Ligation Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s protocol.

Raw, demultiplexed reads, with a minimum of 25 M paired-end reads/sample were provided for analysis. Bioinformatics processing was carried out using OmicsBox software [19] and R-Bioconductor packages. The initial preprocessing of the raw FASTQ files involved quality control using FASTQC [20] and Trimmomatic [21] with default settings to remove low-quality bases, short reads, and Illumina adapter sequences. The channel catfish genome (Coco_2.0 assembly; GenBank accession GCA_001660625.3) was used for alignment. Quality-controlled (QC) reads were aligned to the genome using the STAR aligner [22] with 2-pass mapping and an overhang length of 149. The resulting BAM files were evaluated for alignment quality using RSeQC [23–25], generating metrics such as transcript integrity numbers (TINs). Gene-level counts were obtained from the QC-checked BAM files using HTSeq [26], with settings for strand-specific orientation, exon-based quantification, and union mode for overlapping reads. Differential expression analysis was conducted with edgeR [27]. First, genes with low counts were filtered via the ‘filterByExpr’ function using the default parameters (min.count = 10; min.total.count = 15). Samples were then normalized using the Trimmed Mean of M values (TMM) method. The Quasi Likelihood F-test with the additional parameter of robust=true was used for pairwise comparisons between infected groups and sham controls, as such, these comparisons were interpreted as infection responses relative to the fed baseline conditions. Genes were classified as differentially expressed (DEGs) if they had an adjusted p-value below 0.05 and exhibited more than a 2-fold up- or downregulation compared to the control (*P*-adj < 0.05, FC > ± 2).

### Functional enrichment and categorization analysis

Gene Ontology (GO) enrichment analysis was conducted on the DEG lists to interpret their biological relevance across three GO domains: Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). All functional annotations and enrichment tests were carried out using the OmicsBox platform v3.4.6 [19]. First, the channel catfish RefSeq transcriptome, derived from the Coco_2.0 genome assembly, was imported into OmicsBox. Transcripts were functionally annotated using BLASTx searches (E-value threshold < 1 × 10⁻³), InterPro protein domain analysis, and assignment of Enzyme Commission (EC) numbers where available. GO terms were mapped to each transcript, generating a comprehensive, functionally annotated reference transcriptome [28]. For each DEG list, over-representation of GO terms was assessed via Fisher’s exact test. The entire annotated transcriptome served as the reference set, and the DEG list from each comparison constituted the test set. Terms with a false discovery rate (FDR) < 0.05 were considered significantly enriched. To complement the discrete DEG-based approach, a Gene Set Enrichment Analyses (GSEA) [29] was also performed within OmicsBox using the default settings. Briefly, gene lists from each pairwise comparison were ranked and submitted for GSEA with 1,000 permutations to generate significance (FDR < 0.05).

Each significant DEG list was functionally profiled by compiling annotations from GO, EC numbers, InterPro domains, and KEGG pathway assignments as provided by the OmicsBox Combined Pathway Analysis pipeline. This integrated output allowed a multi-faceted interpretation of the biological themes associated with the transcriptional changes in each comparison. To further contextualize the functional data, annotated sequences were also assigned to corresponding biological pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database within the same software environment.

Finally, to broadly classify DEGs into major functional themes as relevant to liver physiology, a manually curated list of keywords related to ‘metabolism’ and ‘immune surveillance’ were established (Table S2). A custom R script utilizing stringr package (v1.5.1) scanned the gene description field for each DEG against these keyword lists. Genes were assigned to one or both categories based on keyword matches. This categorized data was then used to generate the alluvial diagram to visualize the flow of DEGs across treatments, timepoints, and functional categories using the ggalluvial package (v0.12.5). For heatmap visualizations, selected DEGs were ranked by absolute log2 fold-change, reshaped into a gene-by-treatment matrix, and hierarchical clustering was performed on the resulting log2 fold-change matrix for both genes and treatment groups.

### RT-qPCR validation

Select genes were independently assessed via reverse transcription quantitative polymerase chain reaction (RT-qPCR) to validate the RNA sequencing analyses. An aliquot of liver total RNA liver (*n* = 36) was used for RNA-Seq gene validation. For each liver sample, the RNA was normalized to deliver 200 ng RNA into a 20 µL reverse transcription (RT) reaction. cDNA synthesis was performed using the LunaScript^®^ RT SuperMix Kit (New England Biolabs, Ipswich, MA). Reactions contained 4 µL of LunaScript RT SuperMix (5X) and 200 ng of template RNA, and the volume was adjusted to 20 µL with nuclease-free water. As a control, to rule out the presence of DNA in the samples, no-RT reactions were prepared for each of the samples, along with no-template controls (negative control). Reaction conditions for cDNA synthesis included primer annealing at 25 °C for 2 min, cDNA synthesis at 55 °C for 10 min and heat inactivation at 95 °C for 1 min.

RT-qPCR assays were performed using the Roche LightCycler 96 (Roche Diagnostics, Indianapolis, IN). The genes selected for validation were *il-1βa*,* tlr5*,* tecrb*,* dhcr7*,* acsl2*, and *hacd2*. Gene expression data was normalized using *18 S* rRNA as the reference gene. Primer sequences, expected amplicon sizes and gene descriptions are provided in Table S6. All RT-qPCR reactions were carried out in triplicate under the following conditions: 95 °C for 15 s, followed by 45 cycles at 95 °C for 15 s, 60 °C for 30 s, followed by melting curve analysis. Primer efficiency of 100% was assumed for all targets and reference gene. Cycle threshold (Ct) values were collected, and fold-change between each comparison was determined using the 2^−ΔΔCT^ method [30]. *P*-values were calculated using a Student’s t-test.

### Data availability

The RNA sequencing datasets generated for this study have been deposited to the NCBI Gene Expression Omnibus (GEO) repository and can be found under accession number GSE280610. All other data that support the findings of this study have been included in the manuscript and Supplementary Materials.

## Results

### Survival and gross pathology confirm the synergistic impact of injury and fasting

The Kaplan-Meier survival curve [21] demonstrated that the highest mortality was observed in fasted, fin-clipped fish (FCN, 77%), followed by fed, fin-clipped (FCF, 70%) and fed, unclipped (NCF, 62%) groups, with fasted, unclipped (NCN, 45%) fish showing the highest survival (*p* < 0.05). This established a clear mortality pattern where fin-clipping exacerbated outcomes, and fasted status further increased susceptibility, particularly in injured fish. External signs of motile *Aeromonas* septicemia (MAS), including exophthalmia, fin reddening, and petechial hemorrhages, were evident across all infected groups as early as 2 hpc.

### Histopathological alterations are primarily evident in fasted, uninjured fish

Histological evaluation of liver tissue from control fish groups revealed a well-organized hepatic architecture with clearly defined hepatopancreatic structures, maintaining the integrity of the hepatic cords, sinusoidal spaces, central veins and pancreatic acini, without evidence of cellular degeneration, inflammatory infiltration, or vascular disruption (Fig. 1A). Among treatment groups, NCN group exhibited moderate vascular congestion and edema at 2 hpc (Fig. 1B). By 4 hpc, these features were accompanied by noticeable lymphoplasmacytic infiltration within the hepatic parenchyma (Fig. 1C) and at 8 hpc, moderate to severe edema and pronounced vascular congestion were dominant (Fig. 1D). In contrast, the other three treatment groups (FCF, NCF, FCN) showed minimal to no detectable histopathological changes across the same timepoints, with preserved tissue architecture (Figure S1).

**Fig. 1:**
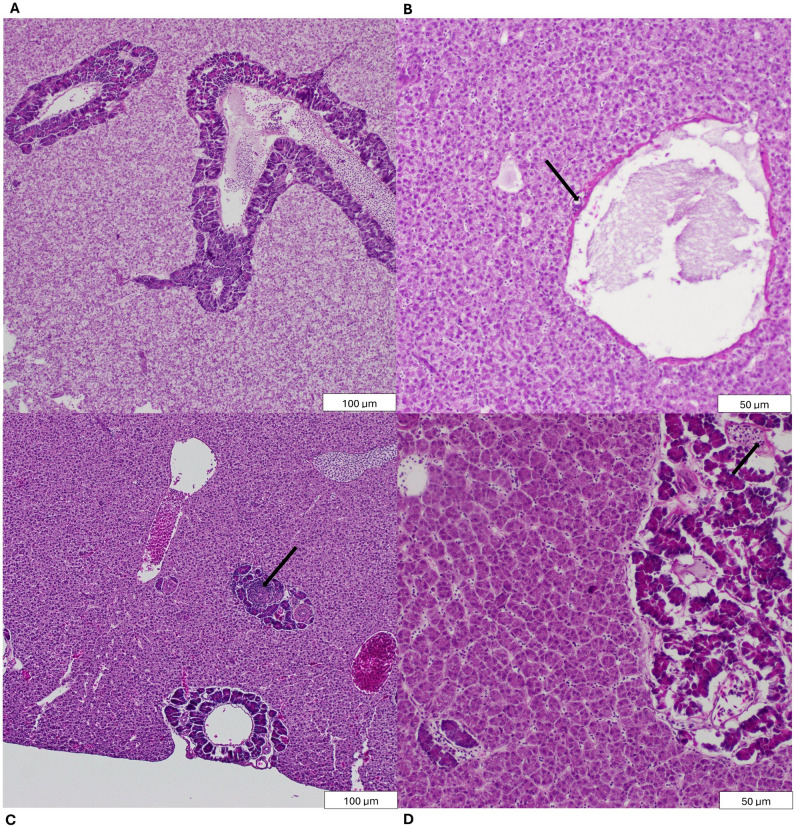
Photomicrographs of channel catfish liver samples. **A** The normal morphology of the liver showing normal hepatocytes and blood vessels, 100x, H&E, NCN, control. **B** Moderate vascular congestion and edema (arrow), 200x, H&E, NCN, at 2 HPC. **C** Moderate vascular congestion, edema, and lymphoplasmacytic infiltration (arrow), 200x, H&E, NCN, at 4 HPC. **D** Moderate vascular congestion, and moderate to severe edema, 200x, H&E, NCN, at 8 HPC

### The hepatic transcriptomic landscape is more associated with feeding status than injury status

To delineate the pre-mortality transcriptional response, we focused on genes that were differentially expressed in each treatment group compared to the control groups and then identified the conserved DEGs across all three timepoints. 

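A total of 84 RNA-Seq libraries from channel catfish liver, 6 per group, entered these comparisons. The infected groups were FCF (adipose fin-clipped, fed), NCF (not clipped, fed), FCN (clipped, fasted) and NCN (not clipped, fasted), each at 2, 4 and 8 hpc, and the sham groups were cFCF and cNCF, both fed. The labels give 0 h for the sham fish, whereas the paper gives 2 hpc. The authors aligned the reads with STAR, counted them with HTSeq against the Coco_2.0 annotation with settings for strand, and deposited the counts without normalization. The paper describes gene-level counts, whereas most rows of the deposited table carry transcript names. Of all 63022 rows, 59187 matched a transcript of 28509 genes in the reference annotation and 38306 had no count in any library. The 16617 genes with 1 annotated transcript held 94.25% of all counts, with a median of 371 counts per gene, and 2938 of them had none. The 11892 genes with 2 or more annotated transcripts held 1.21% of all counts, with a median of 4 counts per gene over the 84 libraries. Total counts per library ranged from 23129131 to 73612143. Within the sham groups, the totals ranged from 23129131 to 53554136 (median 38640122) in cFCF and from 27215187 to 35423149 (median 33935206) in cNCF. In FCF, they ranged from 28909134 to 56825464 (median 39396592) at 2 hpc, from 28558633 to 46877510 (median 32294781) at 4 hpc and from 36397048 to 73183600 (median 40691262) at 8 hpc. In NCF, they ranged from 29605779 to 41826469 (median 34381799) at 2 hpc, from 29735525 to 48523680 (median 42512152) at 4 hpc and from 29229448 to 37825339 (median 32346975) at 8 hpc. In FCN, they ranged from 30558201 to 48934991 (median 34491246) at 2 hpc, from 30113332 to 49932177 (median 32794880) at 4 hpc and from 32382684 to 73612143 (median 43343350) at 8 hpc. In NCN, they ranged from 30337358 to 46751455 (median 33604629) at 2 hpc, from 32879429 to 54073537 (median 41275494) at 4 hpc and from 30943741 to 57249762 (median 38254672) at 8 hpc. The paper states its depth as paired-end reads per sample, whereas the values here rest on the counted reads. A single transcript, that of hpxa, held 14.3% of all counts (5.93% to 22.3% per library). Transcripts with low counts were removed with edgeR's filterByExpr (minimum count 10, minimum total count 15), libraries were normalized with TMM, and each infected group was compared with the sham group of the same fin status by edgeR's quasi-likelihood F-test with robust dispersion estimation. FDR denotes the Benjamini-Hochberg adjusted p-value of that test, and DEGs are transcripts with an FDR below 0.05 and a change of more than 2-fold. Between 8104 and 8407 transcripts entered each comparison with sham. A total of 3 pairs of libraries from different groups hold nearly the same counts, namely FCF 2 hpc replicate 1 with FCF 4 hpc replicate 3, FCF 2 hpc replicate 2 with NCF 2 hpc replicate 1, and FCF 4 hpc replicate 2 with NCN 8 hpc replicate 1. These 6 libraries were kept under their labels, and each affected comparison was also made without them. Numbers of fish given with these results are numbers of libraries as labelled.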

The DEGs were interpreted relative to the two sham groups as baseline conditions, and direct comparisons among infected groups were used to assess feeding- and injury-associated response patterns. 

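The cFCF and cNCF fish were both fed and differed in the clipping of the adipose fin. Between these groups no transcript reached an FDR below 0.05 among the 8298 tested with edgeR's quasi-likelihood test, and the smallest FDR was 1.0. At an unadjusted p under 0.05, 139 transcripts differed. DESeq2 also returned 0 DEGs, and a single edgeR fit of all 84 libraries returned 7. In a principal component analysis of 11473 transcripts over the 84 libraries, the first component held 15.6% of the variance and the second 12.2%.

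**Figure D1:**
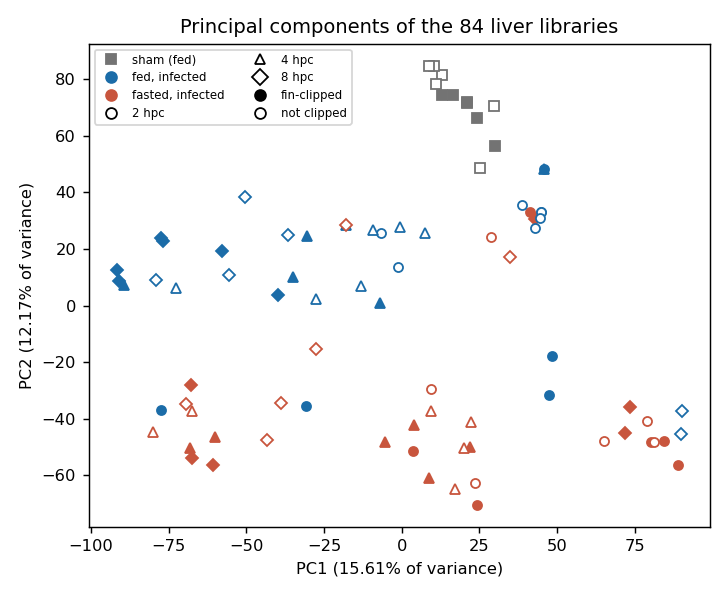
Principal component scores of the 84 liver libraries, with each point a library, the first component (15.6% of the variance) on the x axis and the second (12.2%) on the y axis. Colors mark sham, fed infected and fasted infected fish, shapes mark the time, and filled symbols mark clipped fish. Sham libraries score high on the second component, fasted infected libraries mostly score lower on it than fed infected ones but overlap with them, and infected libraries of the same group spread along the first.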

The distribution of these “conserved DEGs” is shown in Fig. 2, Table S3 (*n* = 77). 

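Against sham, FCF had 557, 461 and 1655 DEGs at 2, 4 and 8 hpc, and NCF had 468, 838 and 462. FCN had 1856, 2015 and 1288, and NCN had 1953, 2203 and 1280. The sham fish were sampled at a single time. Differences from sham at 4 and 8 hpc therefore hold infection together with later sampling and, in fed groups, more hours since the meal. DEGs at all 3 times numbered 192 in FCF, 147 in NCF, 832 in FCN and 718 in NCN. Of these, 123, 87, 449 and 391 were higher than in sham at every time, the others were lower at every time, and none changed direction. The intersection of the 4 treatments held 77 transcripts. Because FCF and FCN share the cFCF libraries and NCF and NCN share the cNCF libraries, the comparisons also share chance variation. In 20 simulations of unchanged groups against shared sham libraries, the highest number of DEGs in a comparison was 2. No simulated transcript was a DEG at all 3 times in any treatment. Transcripts were drawn independently with the spread of the sham fish, so the simulations understate what chance can give. A random split of the NCN and NCF libraries at 8 hpc gave 217 DEGs, where the real comparison gave 0. Random splits gave 0 conserved DEGs in each treatment. The correlation of log2 fold changes between FCF and FCN at 2 hpc was 0.822 across transcripts, beside a mean of 0.499 (0.477 to 0.526) in the simulations. The size of the intersection depended on the method. It fell to 28 transcripts with the RNA integrity number as a covariate and to 31 without the low-count filter, and rose to 120 with DESeq2 and to 142 with the sham groups pooled. Without the 6 libraries that share counts, an alternative chosen after the data were seen, it held 74.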

The fasted groups harbored most of the unique transcriptional changes: 333 genes were unique to FCN and 211 to NCN. In contrast, fed groups showed minimal unique responses (FCF: 14 genes; NCF: 10 genes). 

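The conserved DEGs of FCN alone numbered 334, of which 1 is not a RefSeq transcript, and those of NCN alone numbered 211. Both fasted groups were compared with fed sham fish, so these sets hold the change with infection and the change with fasting together. A fit of the 72 infected libraries compared fasted with fed fish directly, adjusting for time and fin status. Of the transcripts conserved in FCN alone, 283 (84.7%) differed between fasted and fed infected fish at an FDR below 0.05 in that edgeR fit, and 86 (25.7%) by more than 2-fold as well. Of those conserved in NCN alone, 132 (62.6%) differed at that FDR and 26 (12.3%) by more than 2-fold as well. Of all 11087 transcripts tested in that fit, 29.4% differed at that FDR and 7.5% by more than 2-fold as well. Of the 77 conserved in all 4 treatments, 50.6% differed at that FDR. The transcripts conserved in FCN or NCN alone had been selected as such from the same libraries. A share above that of all transcripts therefore follows in part from the selection.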

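In FCF alone 14 transcripts were conserved, and in NCF alone 10. The count for FCF depended on the libraries that share counts between groups, 4 of which are FCF libraries at 2 or 4 hpc. Without the 6 libraries concerned, FCF had 71 conserved DEGs of its own, 1051 DEGs at 2 hpc and 802 at 4 hpc, whereas NCF again had 10 of its own. DESeq2 gave 63 conserved DEGs in FCF alone and 20 in NCF alone. The spread between fish did not separate the feeding groups. The biological coefficient of variation between the 6 fish of an infected group averaged 0.491 ± 0.0692 (SD, n = 6 groups) in fed groups and 0.496 ± 0.0394 (SD, n = 6) in fasted groups (exact permutation test within pairs of the same time and fin status, 2-sided, p = 0.875).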

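Transcripts conserved in FCN and NCN and in neither fed group numbered 291, including 3 that are not RefSeq transcripts. In the direct comparison of fasted with fed infected fish, 262 of them (90.0%) differed at an FDR below 0.05 in edgeR's quasi-likelihood test. The difference also exceeded 2-fold for 102 (35.1%). The same libraries had served to select these transcripts, so a high share follows in part from the selection. FCF and NCF alone had 1 transcript in common, and DESeq2 gave 8. Neither fed group shares sham libraries with the other, and the same holds for the fasted groups.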

A substantial overlap of 288 genes was shared between the two fasted groups (FCN & NCN), while the fed groups shared only one gene. This pattern suggests that feeding status (fed vs. fasted) was more associated than injury status with the hepatic transcriptomic response to vAh challenge under the present experimental and control conditions.

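The infected groups were also compared with each other at each time. FCN against FCF gave 0 DEGs at 2 hpc, 460 at 4 hpc (219 higher, 241 lower) and 762 at 8 hpc (483 higher, 279 lower), and NCN against NCF gave 176 (116 higher, 60 lower), 537 (270 higher, 267 lower) and 0. For the comparisons with 0 DEGs in edgeR's quasi-likelihood test, 964 transcripts (FCN against FCF at 2 hpc) and 577 (NCN against NCF at 8 hpc) had an unadjusted p under 0.05, and DESeq2 called 41 and 48. Clipped against unclipped fish gave 0 DEGs in the edgeR fit of each pair of groups at every time, both in fed and in fasted groups. Other edgeR fits of FCF against NCF at 8 hpc gave 272 (a single fit of all 84 libraries), 31 (the newer quasi-likelihood method) and 16 (no low-count filter). There, 543, 417 and 1230 transcripts in fed fish and 204, 209 and 820 in fasted fish had an unadjusted p under 0.05 at 2, 4 and 8 hpc, and DESeq2 called 17, 11 and 359 in fed and 4, 10 and 59 in fasted fish. With the RNA integrity number as a covariate, FCN against FCF at 8 hpc fell to 40 DEGs and NCN against NCF at 2 hpc to 0. Without the 6 libraries that share counts, an alternative chosen after the data were seen, FCF against NCF at 2 hpc had 15 DEGs, FCN against FCF at 4 hpc 269 and NCN against NCF at 2 hpc 101. From the larger numbers of DEGs unique to the fasted groups and the larger overlap between them, the paper proposes that feeding status was more associated with the hepatic response than injury status.

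**Figure D2:**
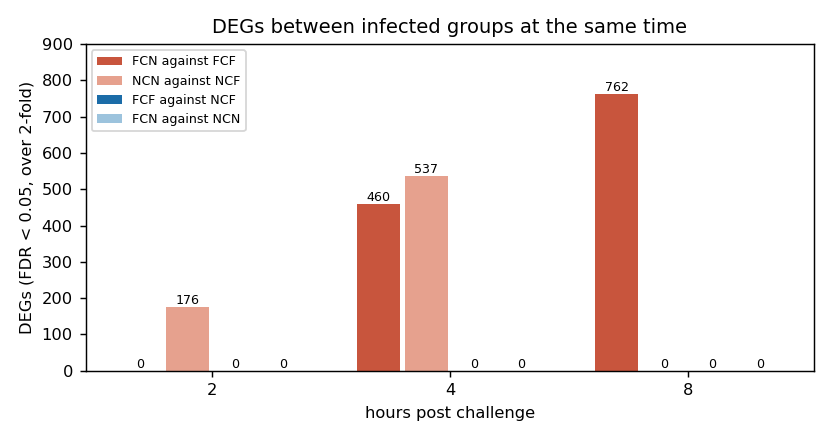
Number of DEGs in each direct comparison of infected groups (edgeR quasi-likelihood FDR below 0.05 and more than 2-fold), with the time on the x axis and a bar for each comparison. Higher and lower transcripts are counted together. Fasted against fed comparisons gave 0 to 762 DEGs and clipped against unclipped comparisons gave 0. At 8 hpc FCF against NCF gave 272 in a single edgeR fit of all 84 libraries and 359 with DESeq2, neither of them drawn. All libraries are included, and without the 6 that share counts FCF against NCF at 2 hpc gave 15.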

**Fig. 2:**
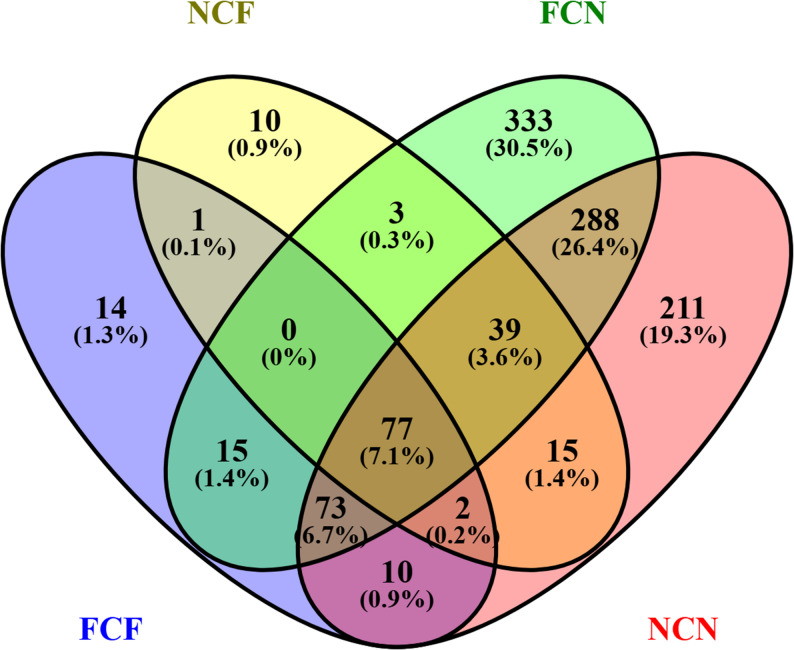
Venn diagram displaying unique and commonly expressed DEGs at 2, 4, 8 HPC in the different treatment groups of the liver (*P* < 0.05). Groups: Fin clip fed (FCF), No fin clip fed (NCF), Fin clip fasted (FCN), No fin clip fasted (NCN)

### Consistent DEGs are enriched for immunometabolic functions

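Of 15036 DEG calls over the 12 comparisons with sham, 9755 (64.9%) carried a gene description in the supplementary tables. The 58 metabolism and 28 immune keywords of Table S2, matched to those descriptions, classed 1235 calls as metabolic and 333 as immune, so 78.8% of the classed calls were metabolic. The descriptions cover 2112 transcripts and come from Table S2, which holds only classed genes (408 transcripts), and from the lists of Table S3. Every classed gene therefore has a description while other DEGs may lack one, so the counts are partly fixed by the source of the descriptions. Counting each transcript once gave 81.4%, and taking conserved DEGs only gave 77.1%. Matching the keywords in any case gave the largest change, to 71.3% (502 immune calls). Of the immune keywords, 18 contain a capital letter. The matching put the descriptions in lower case and kept the keywords as written, so these 18 could match none. The counts of immune calls thus rest on the other immune keywords, except where case was ignored. In FCF, where 97.5% of the calls carried a description, matching in any case raised the immune calls from 83 to 141.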

Next, the categorization of the DEGs based on functional annotations revealed that 78.8% were associated with metabolic processes (carbohydrate, lipid, protein metabolism), while 21.2% were linked to immune signaling as depicted for each treatment group (Fig. 3, Table S2). This predominance of metabolism-associated transcripts underscores the liver’s central role in metabolic reprogramming during infection. Representative immune-related DEGs included canonical pro-inflammatory cytokines and receptors such as interleukin 1 beta (*il1b*), tumor necrosis factor alpha-induced protein 3 (t*nfaip3*), chemokine ligand 19a (*ccl19a.1*), and interleukin-6 receptor (*il6r*), Key metabolic DEGs spanned pathways from glycolysis(hexokinase (*hk*) and pyruvate kinase (*pk*) to fatty acid synthesis and oxidation (fatty acid synthase (*fasn*) and carnitine palmitoyltransferase (*cpt1a*), and protein metabolism (proteasome subunits and transaminases).

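The il1b transcript (LOC100304697) was a DEG in 11 of the 12 comparisons with sham, with NCF at 2 hpc as the exception (log2 fold change 1.63, SE 0.63, edgeR FDR = 0.114). The tnfaip3 transcript was a DEG in all 12, from 1.73 (SE 0.34, edgeR FDR = 0.00607) in NCF at 2 hpc to 5.00 (SE 0.79, edgeR FDR = 0.00676) in FCF at 4 hpc, and its count was above the sham mean in all 6 fish of every group. The ccl19a.1 transcript was a DEG in 10, all but NCF and NCN at 2 hpc, and il6r in 7, of which 2 were in FCF, 3 in FCN and 2 in NCN. Among hexokinase genes, hkdc1 was lower in all 12, by -1.61 to -4.30, while gck was higher in FCF at 4 and 8 hpc alone. The pyruvate kinase transcript pklr was a DEG in none, and it changed by at most 0.62. The pyruvate kinase genes pkma and pkmb held 40 and 7 counts over all 84 libraries. The fasn gene held 1 count and the cpt1aa gene 252 over all libraries, so a change in either could not be tested. Both are annotated with 2 transcripts.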

**Fig. 3:**
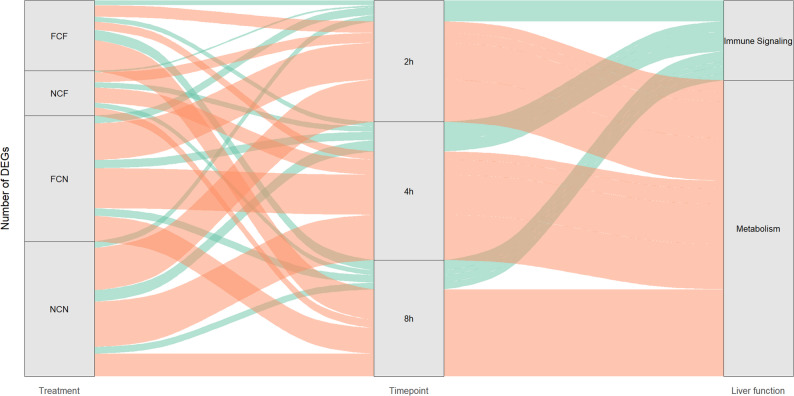
Alluvial plot of immune signaling and metabolism related DEGs within the liver of channel catfish at 2, 4, and 8 hpc in each treatment group. Most DEGs were metabolism-related (~ 80%), the remaining were immune-related. Groups: Fin clip fed (FCF), No fin clip fed (NCF), Fin clip fasted (FCN), No fin clip fasted (NCN)

### Gene ontology analysis reveals pathway enrichment patterns with feeding status

GO enrichment analysis performed on the conserved DEGs from each group illuminated distinct biological themes (Fig. 4, Table S4). 

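Sets of genes named from textbook pathways, fixed before the data were examined, were tested over the 3 times together with camera (preset inter-gene correlation 0.01) in place of GO terms, whose gene lists are not used here. The sets were TCA cycle, cholesterol biosynthesis, fatty acid synthesis and elongation, fatty acid beta-oxidation, PPAR targets and autophagy. The immune ones were inflammatory cytokines and chemokines, cytokine receptors and complement. From 25 to 52 genes named per set, 16 to 24 transcripts were tested, since genes without a row or with low counts dropped out. Tested were 21 of 46 autophagy genes, 24 of 52 cytokine receptors and 20 of 44 inflammatory genes. Each set was compared in the 4 treatments against sham, in fasted against fed and in clipped against unclipped infected fish, and the FDR was taken over these 54 tests. With the inter-gene correlation estimated from the data, 27 of the calls made at the preset correlation were lost, and with fry 2 were lost.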

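The cytokine receptor set (24 transcripts) was higher than in sham in FCF (median log2 fold change 0.75, camera FDR = 2.7e-04), with 9 transcripts at an edgeR FDR below 0.05 and 11 when adjusted over the list alone, all higher. In NCF its median was 0.85 (camera FDR = 1.3e-06), with 6 and 12 transcripts. Under an estimated inter-gene correlation these calls held, with camera FDRs of 0.0218 and 0.00303. The complement set (16 transcripts) had a median of 0.62 in NCF (camera FDR = 7.6e-06) and of 0.45 in FCF (camera FDR = 2.6e-04). In NCF 6 of its transcripts and in FCF 5 passed an edgeR FDR of 0.05, and 8 and 7 when adjusted over the list alone. Both complement calls were lost under an estimated correlation (camera FDR = 0.0675 and 0.121). In FCN the complement median was 0.94 (camera FDR = 6.4e-07), in NCN 1.01 (camera FDR = 1.3e-06), and in fasted against fed fish 0.42 (camera FDR = 8.4e-06), with 16 of 16 transcripts higher in fasted fish. With an estimated correlation the complement call kept an FDR just under 0.05 in FCN (camera FDR = 0.0488) and was lost in NCN (0.0529) and for fasted against fed fish (0.0700). Random splits of the libraries, chosen after the result was seen, give another order. By them chance is excluded only narrowly in NCN and for fasted against fed fish, where 4 and 3 of 100 splits gave a p as small. These counts are not resolved from 0.05 by 100 splits. By the splits chance cannot be excluded in FCN (16 of 100), FCF (8 of 100) or NCF (5 of 100). The camera test compares a set with all other transcripts, many of which change under the real labels too. The splits thus do not decide whether the set differs from sham. Complement scores of single libraries were 7.5839 to 9.0958 in FCN and 6.6754 to 7.9658 in cFCF, with an overlap. Whether the sets differ between FCF and NCF was not tested.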

First, in the fed groups (FCF and NCF), enriched terms were related to specific immune-regulatory functions, such as cytokine receptor activity (GO:0004896) in FCF (Fig. 4A, Table S4) and complement activation (GO:0006958), cellular response to lipopolysaccharide (GO:0071222), and positive regulation of T cell proliferation (GO:0042102) in NCF (Fig. 4B, Table S4). Notably, both fed groups showed significant negative enrichment (i.e., coordinated downregulation) of pathways central to mitochondrial energy metabolism and lipid biosynthesis, including fatty acid biosynthetic process (GO:0006633) and acyl-CoA biosynthetic process (GO:0071616).

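The set of fatty acid synthesis and elongation genes (19 transcripts) was lower than in sham in FCF, with a median log2 fold change of -0.88 (camera FDR = 4.0e-06), and in NCF, with -0.80 (camera FDR = 1.1e-06). Lower transcripts numbered 15 in FCF and 18 in NCF. At an edgeR FDR below 0.05 there were 9 and 9 lower transcripts, and 9 and 10 when adjusted over the list alone. Fatty acid beta-oxidation genes (22 transcripts) changed by less, with medians of -0.51 in FCF (camera FDR = 1.2e-05) and -0.27 in NCF (camera FDR = 3.9e-04). Lower beta-oxidation transcripts numbered 21 and 16, of which 9 and 6 passed when adjusted over the list alone. Under an estimated inter-gene correlation the synthesis call held in NCF (camera FDR = 0.0458) and not in FCF (camera FDR = 0.0508). The beta-oxidation calls were lost. Later fed groups also had more hours since the meal than the sham fish, so these changes may not be of infection alone.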

**Fig. 4:**
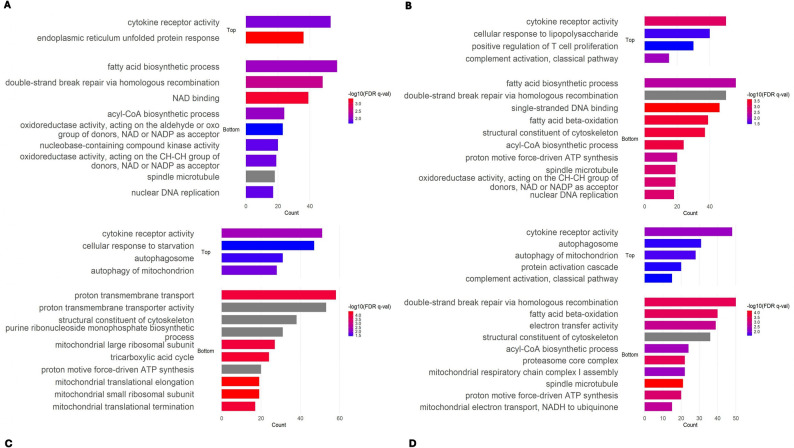
Horizontal bar plots showing enriched Gene Ontology (GO) terms associated with differentially expressed genes (DEGs) in the fed groups, (**A**) FCF and (**B**) NCF, and in the fasted groups, (**C**) FCN and (**D**) NCN, after challenge with virulent *Aeromonas hydrophila*. In each panel, the upper section represents GO terms enriched among upregulated DEGs, whereas the lower section represents GO terms enriched among downregulated DEGs. The x-axis shows the number of DEGs mapped to each GO term, and the y-axis shows the enriched GO terms. Bar color indicates false discovery rate (FDR < 0.05)

Secondly, the fasted groups (FCN and NCN) displayed a transcriptional profile characteristic of a catabolic, resource-scarce state stress-response signature. 

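The autophagy set (21 transcripts) was higher than in sham in FCN, with a median log2 fold change of 1.00 (camera FDR = 5.0e-05), and in NCN, with 1.28 (camera FDR = 1.2e-05). In FCN 9 transcripts were higher at an edgeR FDR below 0.05, and 9 when adjusted over the list alone. In NCN 10 were higher and 1 was lower, and 12 and 1 when adjusted over the list alone. It was higher in FCF (median 0.28, camera FDR = 0.00952) and NCF (median 0.50, camera FDR = 0.00230) as well. Between fasted and fed infected fish its median difference was 0.47 (camera FDR = 2.6e-06), with 17 of 21 transcripts higher, and 12 higher and 3 lower when adjusted over the list alone. Under an estimated inter-gene correlation the calls in FCN, in NCN and between fasted and fed fish held, whereas those in FCF and NCF were lost.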

Positive enrichment included terms autophagosome (GO:0005776), autophagy of mitochondrion (GO:0000422), cytokine receptor activity (GO:0004896) (Fig. 4C-D, Table S3). Mirroring the fed groups, but with a greater magnitude, fasted groups also exhibited strong negative enrichment of mitochondrial metabolic processes and lipid biosynthesis pathways including fatty acid biosynthesis (GO:0006633), fatty acid beta oxidation (GO:0006635), and acyl-CoA biosynthesis (GO:0071616).

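Fatty acid synthesis and elongation genes had median log2 fold changes of -1.41 in FCN (camera FDR = 4.3e-07) and -1.12 in NCN (camera FDR = 2.3e-07) against sham. The direct comparison of fasted with fed infected fish gave a median of -0.41 (camera FDR = 4.4e-04), with 15 of 19 transcripts lower. Adjusted over the list alone, 7 were lower and 1 was higher. This call was lost under an estimated inter-gene correlation (camera FDR = 0.117). Beta-oxidation genes were lower than in sham in FCN (median -0.43, camera FDR = 0.00156) and NCN (median -0.29, camera FDR = 0.00197). Both calls were lost under an estimated correlation (camera FDR = 0.218 and 0.224). Of 100 random splits, chosen after the result was seen, 25 and 16 gave a p as small. By the splits chance cannot be excluded for either call. Beta-oxidation genes did not differ between fasted and fed infected fish (median -0.01, camera FDR = 0.609), where 11 transcripts were higher and 11 lower.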

### Feeding status is associated with immune and metabolic transcriptional signatures

Further delving into the specific enriched GO terms revealed how feeding status shapes immunometabolic response. 

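Cytokine receptor genes were higher than in sham in FCN (median log2 fold change 1.14, camera FDR = 7.0e-06) and in NCN (median 0.87, camera FDR = 3.5e-05), with 23 and 22 of 24 transcripts higher. At an edgeR FDR below 0.05, 10 transcripts were higher in FCN and 9 in NCN, and 11 and 10 when adjusted over the list alone. The direct comparison of fasted with fed infected fish gave a median difference of 0.32 (camera FDR = 0.00590), with 19 of 24 transcripts higher. In it 5 transcripts passed an edgeR FDR of 0.05, also when adjusted over the list alone. Under an estimated inter-gene correlation this difference was lost (camera FDR = 0.0529), whereas the calls against sham held in FCN and NCN.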

For immune signaling, the cytokine receptor activity (GO:0004896) was enriched across all groups but was most extensive in fasted fish (32 transcripts in FCN vs. 16 in FCF). These included interleukin-6 cytokine-family signal-transducer (*il6st*), interleukin-1 receptor-like 2 (*il1rl2*) and interleukin-10 receptor subunit beta (*il10rβ*) (Fig. 5; Table 1). 

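The il6st transcript was a DEG in all 12 comparisons with sham, from 1.09 (SE 0.22, edgeR FDR = 0.00750) on the log2 scale in NCF at 2 hpc to 2.67 (SE 0.33, edgeR FDR = 4.9e-05) in NCN at 4 hpc. Its count was above the sham mean in all 6 fish of every group. The il1rl2 transcript was a DEG at every time in FCN and NCN and at 2 and 4 hpc in FCF and NCF. The il10rβ transcript (LOC108266840) was a DEG at every time in FCN and NCN, at 8 hpc in FCF and at 4 hpc in NCF. Between fasted and fed infected fish, il1rl2 differed by 0.74 (SE 0.15, edgeR FDR = 1.1e-04), with 31 of 36 fasted fish above the fed median. For LOC108266840 the difference was 0.48 (SE 0.13, edgeR FDR = 0.00257; 30 of 36 fish), and for il6st it was 0.45 (SE 0.20, edgeR FDR = 0.0864; 20 of 36 fish).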

While toll-like receptor 5 (*tlr5*) and *il6st* were upregulated in all infected groups, fasted fish uniquely exhibited significant upregulation of potent pro-inflammatory mediators as described above. 

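The tlr-5 transcript was a DEG in all 12 comparisons with sham. Its log2 fold change was 5.22, 6.03 and 7.22 in FCF at 2, 4 and 8 hpc, 5.02 and 4.86 in NCF at 4 and 8 hpc, 3.88, 6.45 and 5.76 in FCN, and 2.62, 5.75 and 5.93 in NCN, with edgeR FDRs of 1.2e-06 to 0.0432. In NCF at 2 hpc it was 3.85-fold higher than in sham (edgeR FDR = 0.0432), with 2 of 6 fish no higher than the highest sham fish. Fish of the same group differed widely. In FCN at 8 hpc the CPM of tlr-5 ranged from 11.8 to 1810, and the highest sham fish had 17.6. The il1b transcript (LOC100304697) had log2 fold changes of 3.29, 6.03 and 7.06 in FCF, 1.63, 3.69 and 3.23 in NCF, 2.65, 4.04 and 3.85 in FCN, and 1.62, 5.08 and 4.72 in NCN. At 8 hpc il1b averaged 168 ± 166 CPM (SD, n = 6) in FCF, 15.2 ± 16.0 in NCF, 19.7 ± 25.2 in FCN and 45.1 ± 41.9 in NCN. Of the chemokine transcripts, cxcl18b was a DEG at every time in all 4 treatments, cxcl9 (LOC108263637) at every time in FCF, FCN and NCN and at 4 and 8 hpc in NCF, and ccl19b at every time in FCF and at 4 and 8 hpc in the other 3.

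**Figure D3:**
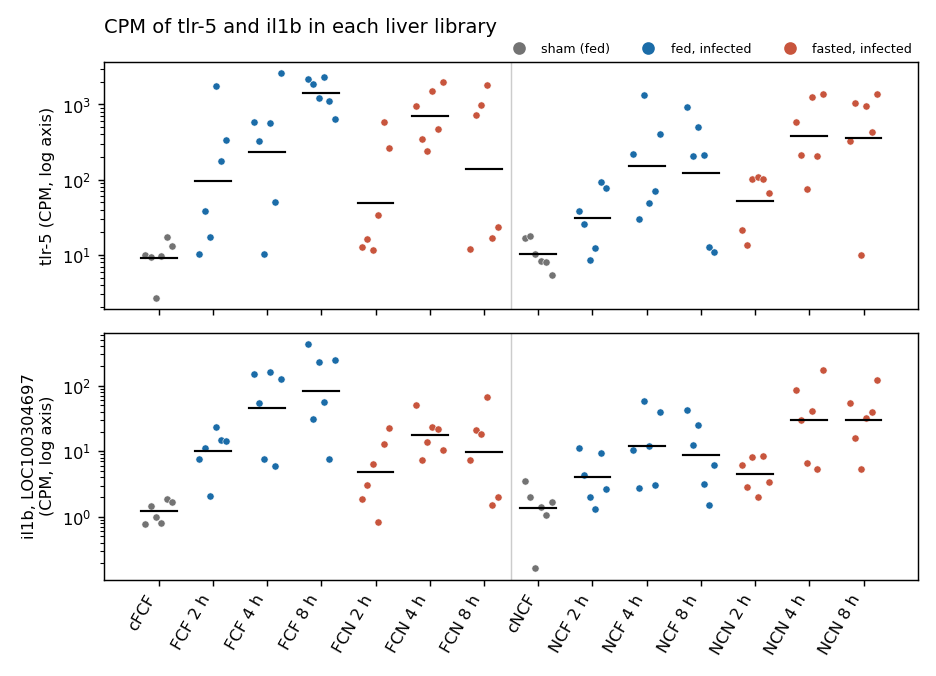
CPM of tlr-5 and il1b (LOC100304697) in each liver library on a log scale, by group. Each point is a fish, with 6 fish per group, and lines mark the mean of log2 CPM. The highest sham fish had 17.6 CPM of tlr-5 and 3.54 CPM of il1b, and all 6 fish lie above that level in FCF at 8 hpc and in FCN, NCF and NCN at 4 hpc for tlr-5, and in FCF and NCN at 4 and 8 hpc and FCN at 4 hpc for il1b. The other infected groups have fish on both sides of it.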

For lipid and sterol metabolism, the acyl-CoA biosynthetic process (GO:0071616) was negatively enriched in all groups but involved more core genes in fasted fish [2,3-enoyl-CoA reductase b (*tecrb*), 3-hydroxyacyl-CoA dehydratase 2 (*hacd2*), and acyl-CoA synthetase long-chain family member 2 (*acsl2*)], all of which were downregulated (Fig. 6; Table 2). Conversely, the oxidoreductase activity acting on CH-CH group donors (GO:0016628), heavily populated by cholesterol biosynthesis genes [24-dehydrocholesterol reductase (*dhcr24*), 7-dehydrocholesterol reductase (*dhcr7*), and transmembrane 7 superfamily member 2 (*tm7sf2*)] were uniquely and significantly negatively enriched in the fed groups, though these transcripts were also downregulated.

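The hacd2 transcript was a DEG in all 6 comparisons of fasted groups with sham (log2 fold changes of -1.08 to -1.59) and in none of the fed groups, where it changed by -0.59 to -0.99. The tecrb transcript was a DEG in all 6 fasted comparisons (-1.66 to -2.22) and in 3 fed ones (FCF at 4 and 8 hpc and NCF at 8 hpc). The acsl2 transcript was a DEG in all 6 fasted comparisons (-2.19 to -3.85) and in 3 fed ones (FCF at 4 and 8 hpc and NCF at 4 hpc). Directly between fasted and fed infected fish, hacd2 differed by -0.44 (SE 0.08, edgeR FDR = 3.3e-05; 30 of 36 fasted fish below the fed median), tecrb by -0.69 (SE 0.17, edgeR FDR = 0.00129; 32 of 36) and acsl2 by -1.29 (SE 0.36, edgeR FDR = 0.00433; 29 of 36).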

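The transcripts of dhcr7 and tm7sf2 were lower than in sham in all 12 comparisons, each as a DEG, and lower than the sham mean in all 6 fish of every group. In fed groups the log2 fold changes were -1.72 to -2.85 for dhcr7 and -2.04 to -2.89 for tm7sf2. In fasted groups they were -2.35 to -3.50 and -3.16 to -4.84. Fasted infected fish differed from fed infected fish by -0.76 for dhcr7 (SE 0.18, edgeR FDR = 5.6e-04) and by -1.72 for tm7sf2 (SE 0.29, edgeR FDR = 5.6e-06), with 33 and 34 of 36 fasted fish below the fed median.

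**Figure D4:**
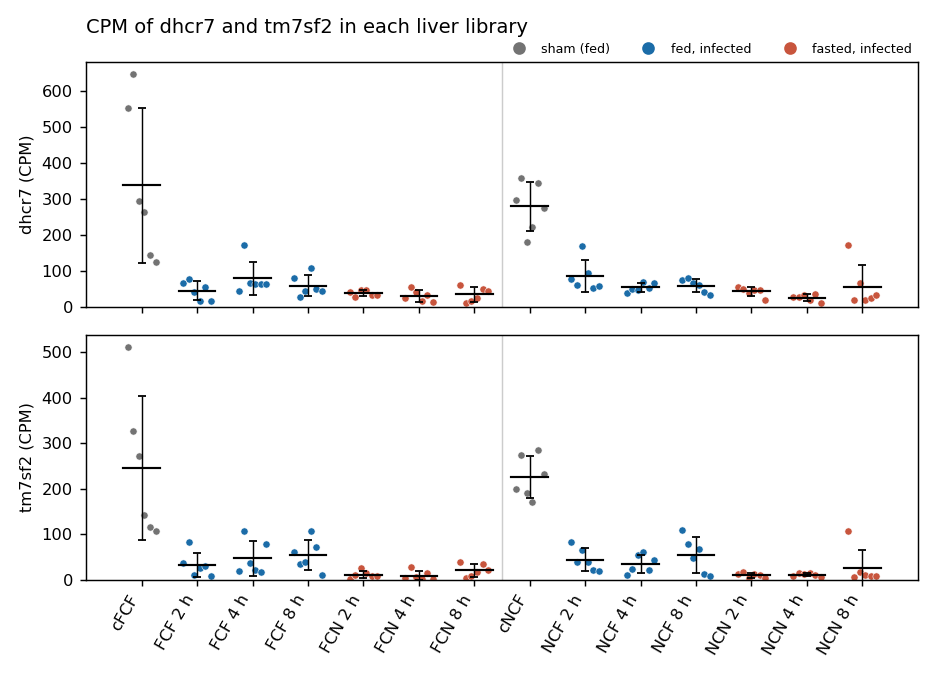
CPM of dhcr7 and tm7sf2 in each liver library, by group. Each point is a fish, with 6 fish per group, and lines mark the mean and SD. Every infected fish lies below the mean of its sham group.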

eatmap displays the subset included in the final figure. Rows represent genes and columns represent treatment groups. Cell color indic

**Fig. 5:**
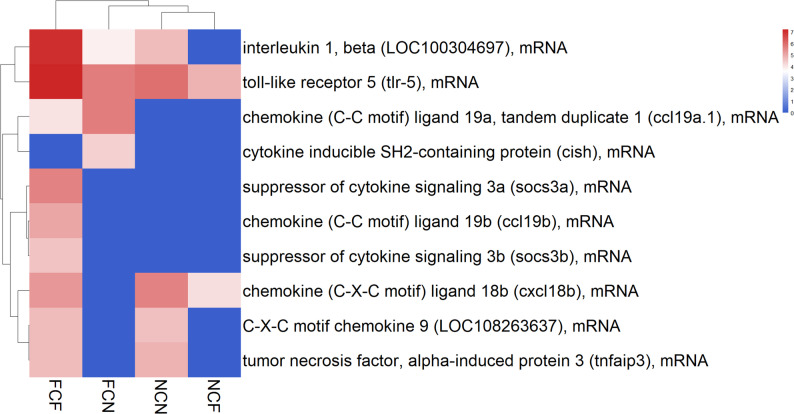
Heatmap of selected upregulated differentially expressed genes (DEGs) associated with immune and inflammatory responses in channel catfish following challenge with virulent *Aeromonas hydrophila*. Genes were selected from the ranked DEG list based on absolute log2 fold-change, and the heatmap displays the subset included in the final figure. Rows represent genes and columns represent treatment groups. Cell color indicates log2 fold-change relative to the corresponding control comparison. Hierarchical clustering of rows and columns was performed on the log2 fold-change matrix to group genes and treatment groups with similar expression-response patterns

**Table 1:** Selected DEGs assigned to immune function gene ontology identified among treatment DEGs shared at the (2-, 4- and 8-h) time intervals in the catfish liver tissue post vAh challenge. DEGs; up- or down-regulated related to a proinflammatory response or pathogen recognition (FDR < 0.05).

Trt	Feature	F	FC	FDR	Description
FCF	NM_001200229.1	195.44	148.83	0.00	toll-like receptor 5 (tlr-5)
NCF	NM_001200229.1	26.53	28.95	0.01	toll-like receptor 5 (tlr-5)
FCN	NM_001200229.1	22.69	54.10	0.01	toll-like receptor 5 (tlr-5)
NCN	NM_001200229.1	46.27	60.99	0.00	toll-like receptor 5 (tlr-5)
FCF	NM_001200202.1	46.52	40.46	0.00	chemokine (C-X-C motif) ligand 18b (cxcl18b)
FCF	NM_001200220.1	57.07	133.02	0.00	interleukin 1, beta (LOC100304697)
FCF	NM_001201254.1	46.43	50.65	0.00	suppressor of cytokine signaling 3a (socs3a)
FCF	XM_017451519.3	64.26	17.06	0.00	chemokine (C-C motif) ligand 19a, tandem duplicate 1 (ccl19a.1)
FCF	XM_017464663.3	24.24	26.41	0.00	C-X-C motif chemokine 9 (LOC108263637)
FCF	XM_017464718.3	36.66	26.68	0.00	tumor necrosis factor, alpha-induced protein 3 (tnfaip3)
FCF	XM_017475092.2	17.94	-8.17	0.01	transforming growth factor, beta-induced (tgfbi)
FCF	XM_017480048.3	34.62	9.58	0.00	cytokine inducible SH2-containing protein (cish)
FCF	XM_017483973.3	74.83	24.25	0.00	suppressor of cytokine signaling 3b (socs3b)
FCF	XM_017488873.3	87.88	10.68	0.00	suppressor of cytokine signaling 1a (socs1a)
FCF	XM_017489233.3	95.66	4.52	0.00	interleukin 6 cytokine family signal transduce (il6st)
FCF	XM_017489912.3	35.04	6.88	0.00	nuclear factor, interleukin 3 regulated (nfil3)
FCF	XM_017494200.2	49.22	7.73	0.00	interleukin-1 receptor-associated kinase 3 (irak3)
FCF	XM_053687071.1	205.40	33.82	0.00	chemokine (C-C motif) ligand 19b (ccl19b)
NCF	NM_001200202.1	36.31	17.72	0.00	chemokine (C-X-C motif) ligand 18b (cxcl18b)
NCF	XM_017464718.3	28.64	8.47	0.01	tumor necrosis factor, alpha-induced protein 3 (tnfaip3)
NCF	XM_017489233.3	38.47	4.18	0.00	interleukin 6 cytokine family signal transduce (il6st)
FCN	NM_001200202.1	22.46	9.36	0.01	chemokine (C-X-C motif) ligand 18b (cxcl18b)
FCN	NM_001200220.1	23.86	14.43	0.01	interleukin 1, beta (LOC100304697)
FCN	NM_001201254.1	23.65	12.57	0.01	suppressor of cytokine signaling 3a (socs3a)
FCN	XM_017451519.3	26.22	52.72	0.00	chemokine (C-C motif) ligand 19a, tandem duplicate 1 (ccl19a.1)
FCN	XM_017455297.3	18.62	-2.12	0.01	interleukin enhancer binding factor 2 (ilf2)
FCN	XM_017464663.3	13.14	6.75	0.02	C-X-C motif chemokine 9 (LOC108263637)
FCN	XM_017464718.3	27.54	7.80	0.00	tumor necrosis factor, alpha-induced protein 3 (tnfaip3)
FCN	XM_017468925.3	16.48	2.38	0.01	interleukin 6 receptor (il6r)
FCN	XM_017470457.3	34.15	3.32	0.00	interleukin-1 receptor-like 2 (zmp:0000000936)
FCN	XM_017470626.3	20.33	2.80	0.01	interleukin-10 receptor subunit beta (LOC108266840)
FCN	XM_017475092.2	10.07	-4.65	0.04	transforming growth factor, beta-induced (tgfbi)
FCN	XM_017480048.3	18.29	20.83	0.01	cytokine inducible SH2-containing protein (cish)
FCN	XM_017483973.3	18.04	9.13	0.01	suppressor of cytokine signaling 3b (socs3b)
FCN	XM_017488873.3	20.78	9.75	0.01	suppressor of cytokine signaling 1a (socs1a)
FCN	XM_017489233.3	19.06	5.16	0.01	interleukin 6 cytokine family signal transduce (il6st)
FCN	XM_017489912.3	26.52	3.84	0.00	nuclear factor, interleukin 3 regulated (nfil3)
FCN	XM_017493717.3	17.98	3.32	0.01	nuclear factor, interleukin 3 regulated, member 6 (nfil3-6)
FCN	XM_017494200.2	28.48	4.07	0.00	interleukin-1 receptor-associated kinase 3 (irak3)
NCN	NM_001200202.1	40.89	51.87	0.00	chemokine (C-X-C motif) ligand 18b (cxcl18b)
NCN	NM_001200220.1	36.90	26.43	0.00	interleukin 1, beta (LOC100304697)
NCN	NM_001201254.1	24.49	11.70	0.00	suppressor of cytokine signaling 3a (socs3a)
NCN	XM_017459704.3	16.89	2.24	0.01	tumor necrosis factor (ligand) superfamily, member 10 like 4 (tnfsf10l4)
NCN	XM_017464663.3	40.73	25.01	0.00	C-X-C motif chemokine 9 (LOC108263637)
NCN	XM_017464718.3	40.02	28.84	0.00	tumor necrosis factor, alpha-induced protein 3 (tnfaip3)
NCN	XM_017470457.3	17.98	2.60	0.01	interleukin-1 receptor-like 2 (zmp:0000000936)
NCN	XM_017470626.3	23.14	2.57	0.00	interleukin-10 receptor subunit beta (LOC108266840)
NCN	XM_017480048.3	12.43	9.86	0.02	cytokine inducible SH2-containing protein (cish)
NCN	XM_017483973.3	33.54	12.63	0.00	suppressor of cytokine signaling 3b (socs3b)
NCN	XM_017489233.3	48.85	5.80	0.00	interleukin 6 cytokine family signal transduce (il6st)
NCN	XM_017494200.2	38.19	10.74	0.00	interleukin-1 receptor-associated kinase 3 (irak3)

**Fig. 6:**
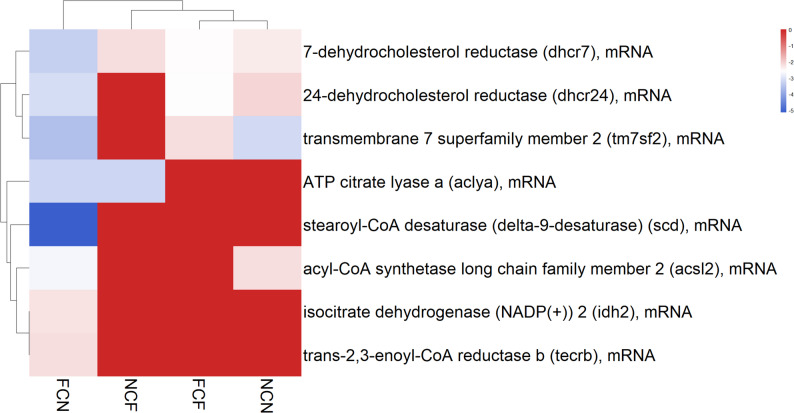
Heatmap of selected downregulated differentially expressed genes (DEGs) associated with lipid and sterol metabolic processes in channel catfish following challenge with virulent *Aeromonas hydrophila*. Genes were selected from the ranked DEG list based on absolute log2 fold-change, and the heatmap displays the subset included in the final figure. Rows represent genes and columns represent treatment groups. Cell color indicates log2 fold-change relative to the corresponding control comparison. Hierarchical clustering of rows and columns was performed on the log2 fold-change matrix to group genes and treatment groups with similar response patterns.

**Table 2:** Selected DEGs related to lipid metabolic function identified among treatment DEGs shared at the (2-, 4- and 8-h) time intervals in the catfish liver tissue post vAh challenge. DEGs; up- or down-regulated related to Acyl-CoA biosynthesis and lipid or sterol processes (FDR < 0.05).

Trt	Feature	F	FC	FDR	Description
FCF	XM_017456076.3	20.34	-6.08	0.01	24-dehydrocholesterol reductase (dhcr24)
FCF	XM_017478833.3	30.98	-5.76	0.00	7-dehydrocholesterol reductase (dhcr7)
FCF	XM_017488985.3	17.23	-4.59	0.01	transmembrane 7 superfamily member 2 (tm7sf2)
FCN	XM_017453626.3	10.90	-2.87	0.03	2’,3’-cyclic nucleotide 3’ phosphodiesterase (cnp), transcript variant X1
FCN	XM_017457211.3	85.91	-9.37	0.00	ATP citrate lyase a (aclya)
FCN	XM_017465598.2	15.04	-4.65	0.02	isocitrate dehydrogenase (NADP(+)) 2 (idh2)
FCN	XM_017487208.3	9.60	-2.14	0.04	isocitrate dehydrogenase [NAD] subunit gamma, mitochondrial (LOC108275983)
FCN	XM_053677583.1	20.50	-2.02	0.01	succinate-CoA ligase GDP/ADP-forming subunit alph (suclg1)
FCN	XM_053685363.1	9.54	-3.99	0.05	aconitase 2, mitochondrial (aco2)
FCN	NM_001201135.1	20.26	-4.48	0.01	trans-2,3-enoyl-CoA reductase b (tecrb)
FCN	XM_017456076.3	23.28	-8.55	0.01	24-dehydrocholesterol reductase (dhcr24)
FCN	XM_017478833.3	36.60	-9.97	0.00	7-dehydrocholesterol reductase (dhcr7)
FCN	XM_017488985.3	34.63	-12.05	0.00	transmembrane 7 superfamily member 2 (tm7sf2)
FCN	NM_001201135.1	20.26	-4.48	0.01	trans-2,3-enoyl-CoA reductase b (tecrb)
FCN	XM_017457211.3	85.91	-9.37	0.00	ATP citrate lyase a (aclya)
FCN	XM_017469343.3	33.46	-2.35	0.00	3-hydroxyacyl-CoA dehydratase 2 (hacd2)
FCN	XM_017482664.3	56.52	-35.33	0.00	stearoyl-CoA desaturase (delta-9-desaturase) (scd)
FCN	XM_017495847.3	18.06	-2.99	0.01	acyl-CoA synthetase short chain family member 2 like (acss2l)
FCN	XM_053680102.1	13.23	-6.55	0.02	acyl-CoA synthetase long chain family member 2 (acsl2)
NCF	XM_017457211.3	37.34	-9.14	0.00	ATP citrate lyase a (aclya)
NCF	XM_017456076.3	33.58	-3.57	0.00	24-dehydrocholesterol reductase (dhcr24)
NCF	XM_017478833.3	59.78	-4.62	0.00	7-dehydrocholesterol reductase (dhcr7)
NCF	XM_017488985.3	15.31	-4.11	0.03	transmembrane 7 superfamily member 2 (tm7sf2)
NCF	XM_017457211.3	37.34	-9.14	0.00	ATP citrate lyase a (aclya)
NCN	XM_017465598.2	16.09	-3.26	0.01	isocitrate dehydrogenase (NADP(+)) 2 (idh2)
NCN	NM_001201135.1	13.24	-3.53	0.02	trans-2,3-enoyl-CoA reductase b (tecrb)
NCN	XM_017456076.3	12.30	-4.24	0.02	24-dehydrocholesterol reductase (dhcr24)
NCN	XM_017478833.3	19.48	-5.09	0.01	7-dehydrocholesterol reductase (dhcr7)
NCN	XM_017488985.3	18.40	-8.95	0.01	transmembrane 7 superfamily member 2 (tm7sf2)
NCN	NM_001201135.1	13.24	-3.53	0.02	trans-2,3-enoyl-CoA reductase b (tecrb)
NCN	XM_017469343.3	21.75	-2.12	0.01	3-hydroxyacyl-CoA dehydratase 2 (hacd2)
NCN	XM_053680102.1	19.87	-4.57	0.01	acyl-CoA synthetase long chain family member 2 (acsl2)

For energy metabolism, a clear distinction emerged in central carbon metabolism. While not enriched in fed groups, the tricarboxylic acid (TCA) cycle (GO:0006099) was a defining feature of the fasted transcriptome. 

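The TCA cycle set (17 transcripts) was lower than in sham in all 4 treatments, with median log2 fold changes of -0.46 in FCF (camera FDR = 0.0130), -0.41 in NCF (camera FDR = 7.4e-04), -0.62 in FCN (camera FDR = 4.5e-06) and -0.83 in NCN (camera FDR = 1.3e-06). At an edgeR FDR below 0.05, 4, 2, 12 and 11 transcripts were lower, and 4, 5, 12 and 13 when adjusted over the list alone. Under an estimated inter-gene correlation none of these 4 calls held, with camera FDRs of 0.285, 0.152, 0.0640 and 0.0508. Directly between fasted and fed infected fish the median was -0.47 (camera FDR = 6.4e-07), with 15 of 17 transcripts lower and 13 lower when adjusted over the list alone. This difference held under an estimated correlation (camera FDR = 0.0488).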

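The idh2 transcript had log2 fold changes against sham of -2.85, -2.69 and -2.22 in FCN at 2, 4 and 8 hpc and of -2.89, -2.50 and -1.70 in NCN, with edgeR FDRs of 3.6e-04 to 0.0167. All 6 fish of each fasted group lay below the sham mean. It was also a DEG at 2 hpc in FCF (-2.01, SE 0.55, edgeR FDR = 0.0411) and in NCF (-1.10, SE 0.30, edgeR FDR = 0.0314). Fasted infected fish differed from fed infected fish by -1.47 (SE 0.23, edgeR FDR = 9.5e-07), and 35 of 36 lay below the fed median.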

The mitochondrial enzyme isocitrate dehydrogenase (NADP⁺) 2 (*idh2*) was commonly downregulated in both FCN and NCN. The FCN group showed a broader suppression of TCA-related genes, including 2′,3′-cyclic nucleotide 3′ phosphodiesterase (*cnp*), ATP citrate lyase a (*aclya*), isocitrate dehydrogenase [NAD] subunit γ (LOC108275983), succinate-CoA ligase GDP/ADP-forming subunit α (*suclg1*) and aconitase 2 (*aco2*) (Table 2).

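The suclg1, LOC108275983, cnp and aclya transcripts were DEGs at all 3 times in FCN, each lower than in sham. In NCN aclya, cnp and suclg1 were DEGs at 2 and 4 hpc, and LOC108275983 at 4 and 8 hpc. At 8 hpc in NCN the log2 fold change was -1.42 (SE 0.56, edgeR FDR = 0.0811) for cnp and -1.82 (SE 0.96, edgeR FDR = 0.193) for aclya, and suclg1 changed by less than 2-fold. In the fed groups aclya was a DEG at 5 of 6 times and cnp at 3, whereas suclg1 and LOC108275983 were DEGs at none. The cnp gene is annotated with 3 transcripts. The direct test of FCN against NCN, in the edgeR fit of each pair, called 0 transcripts at 2, 4 and 8 hpc, beside 204, 209 and 820 at an unadjusted p under 0.05 and 4, 10 and 59 DEGs with DESeq2.

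**Figure D5:**
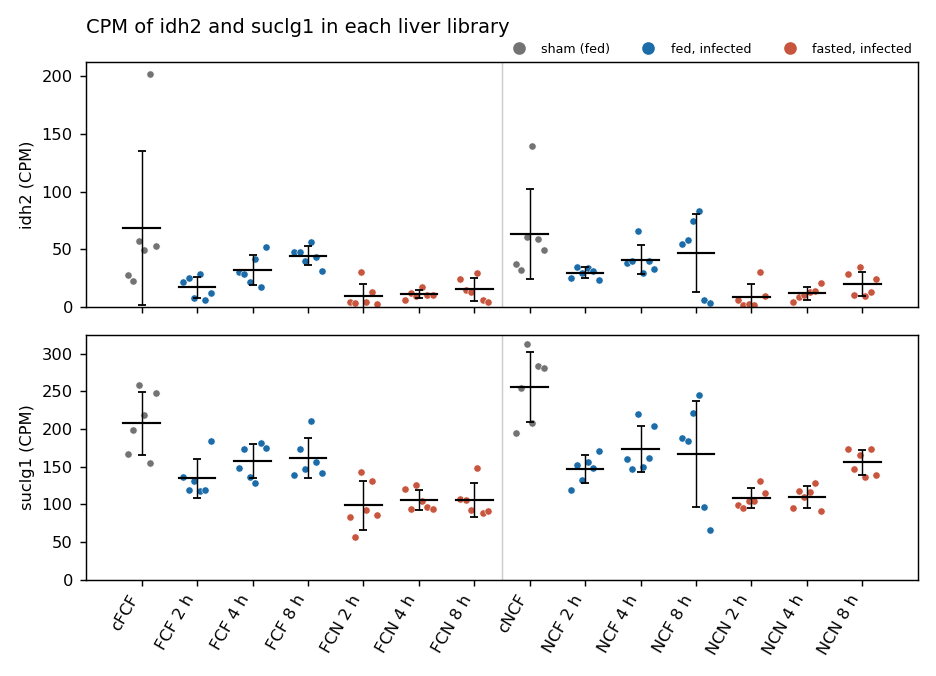
CPM of idh2 and suclg1 in each liver library, by group. Each point is a fish, with 6 fish per group, and lines mark the mean and SD. Of 36 fasted fish, 35 lie below the median of fed infected fish for idh2, and 33 for suclg1.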

### KEGG pathway analysis supports a fasting-associated immunometabolic phenotype

The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the consistent DEGs further consolidated the pathway-level differences (Table 3, Table S5). No pathways were significantly enriched across all timepoints in the fed groups. In stark contrast, fasted groups (FCN and NCN) showed persistent enrichment of seven specific pathways at 8 hpc, including valine/leucine/isoleucine degradation (ko00280), fatty-acid elongation (ko00062), steroid biosynthesis (ko00100), tryptophan metabolism (ko00380), DNA replication (ko03030), longevity regulating pathway – worm (ko04212), and Peroxisome Proliferator-Activated Receptor (PPAR) signaling pathway (ko03320). This enrichment profile, particularly the activation of PPAR signaling, a master regulator of lipid metabolism and inflammation, strongly supports a state of catabolic adaptation and immunometabolic stress in fasted fish.

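A set of 16 transcripts of PPAR target genes, named beforehand, stood in for the KEGG pathway. Of 30 genes named, 15 could be tested, so a change confined to the others would be missed. It was tested for a shift in 1 direction over the 3 times, whereas the paper's enrichment is at 8 hpc. Its median log2 fold change against sham was -0.13 in FCN (camera FDR = 0.691) and -0.19 in NCN (camera FDR = 0.342), with 3 transcripts higher and 3 lower at an edgeR FDR below 0.05 in each, also when adjusted over the list alone. In the fed groups the medians were -0.32 in FCF (camera FDR = 0.160) and -0.18 in NCF (camera FDR = 0.124). Fasted and fed infected fish differed by a median of 0.10 (camera FDR = 0.435), with 11 of 16 transcripts higher. No alternative tried brought the set to an FDR below 0.05 in any of these comparisons.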

**Table 3:** Significant KEGG pathways (FDR < 0.05) identified only at 8 hpc in the channel catfish liver during vAh challenge.

Trt (time)	Pathway	ID	#Seqs	#Diff. Expr Seqs	GSEA ES	GSEA NES	Fisher FDR
NCN8h	Fatty acid elongation	ko00062	87	13	-0.394	-2.630	0.000
NCN8h	Steroid biosynthesis	ko00100	42	6			
NCN8h	Valine, leucine and isoleucine degradation	ko00280	76	12	-0.450	-2.103	0.038
NCN8h	Tryptophan metabolism	ko00380	111	13	-0.477	-3.019	0.000
NCN8h	DNA replication	ko03030	31	7	-0.286	-1.894	0.003
NCN8h	PPAR signaling pathway	ko03320	87	15	-	-	0.003
NCN8h	Longevity regulating pathway - worm	ko04212	80	12	-	-	0.000
NCN8h					-	-	0.001
FCN8h	Fatty acid elongation	ko00062	87	10			
FCN8h	Steroid biosynthesis	ko00100	42	7	-0.389	-2.445	0.009
FCN8h	Valine, leucine and isoleucine degradation	ko00280	76	14	-	-	0.007
FCN8h	Tryptophan metabolism	ko00380	111	12	-0.508	-3.252	0.000
FCN8h	DNA replication	ko03030	31	5	-0.282	-1.901	0.005
FCN8h	PPAR signaling pathway	ko03320	87	11	-	-	0.036
FCN8h	Longevity regulating pathway - worm	ko04212	80	11	-	-	0.002

### RT-qPCR validation

The expression patterns of a subset of genes including *il-1βa*,* tlr5*,* tecrb*,* dhcr7*,* acsl2*,* hacd2* were independently validated by RT-qPCR using the same RNA samples. The qPCR results showed a high correlation with the RNA-Seq fold-change data (Table S6), confirming the reliability of the sequencing analysis. 

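Table S6 gives 18 pairs of fold changes at 4 hpc over 6 genes. The log2 fold changes from edgeR had the direction of the paper's RT-qPCR values in all 18 pairs. Its legend says that genes not expressed or with a p above 0.05 were given as no data, so the pairs were chosen for a change, and the agreement in direction is partly fixed by that choice. Across the pairs Pearson's r was 0.939 (permutation p = 1e-05, the smallest that 100000 resamples can give) and Spearman's rho 0.846 (permutation p = 2e-05). Without the 2 pairs farthest from the median, r was 0.916. The pairs fall into upregulated and downregulated ones, and within the 13 downregulated pairs r was 0.706 (permutation p = 0.0075) and rho 0.611 (permutation p = 0.029). Within the 5 upregulated pairs r was 0.564 (exact permutation p = 0.32) and rho 0.6 (exact permutation p = 0.35), so no correlation was shown there. The pairs share genes and sham libraries and are not independent. For tlr5 the fold change from the counts was 32.4 in NCF and 53.8 in NCN, and the paper's RT-qPCR values are 3.9 and 3.7.

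**Figure D6:**
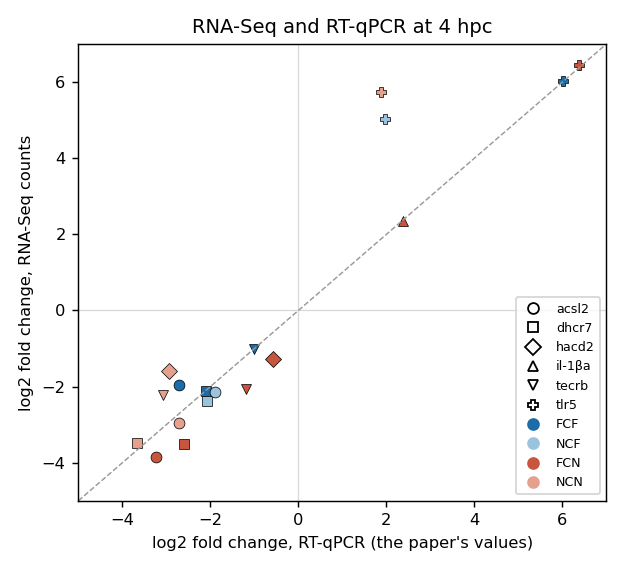
The log2 fold change at 4 hpc from the RNA-Seq counts (edgeR, y axis) against the log2 of the paper's RT-qPCR fold change (x axis) for 18 pairs of gene and treatment. Each point is a pair, and the line marks equal values. The tlr5 points of NCF and NCN lie farthest above the line.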

Although the RT-qPCR validation used a single reference gene, the assay was intended to confirm general concordance with RNA-Seq expression trends rather than serve as a stand-alone quantitative expression analysis.

## Discussion

The liver functions as a pivotal organ, integrating metabolism and immunity, dynamically responding to feed and infection through coordinated tissue and transcriptional responses. This study employed a multi-factorial design and transcriptomics to investigate pre-mortality hepatic response to MAS infection in channel catfish. Our central finding is that feeding status was more associated with early hepatic immunometabolic responses than physical injury under the present experimental and control conditions, while physical injury was associated with additional inflammatory variation. 

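In the fit of all 72 infected libraries, 832 transcripts differed between fasted and fed fish (486 higher, 346 lower) of 11087 tested, and 3263 passed an edgeR FDR of 0.05 without the fold-change limit. Clipped and unclipped fish differed in 7 transcripts (4 higher, 3 lower). With the low-count filter left out, these counts were 1079 and 27, and with DESeq2 863 and 34. With the RNA integrity number as a covariate, 0 transcripts differed with clipping and 827 with feeding. The interaction of feeding and clipping was tested as well, and 17 transcripts passed. By time, 1 transcript passed at 2 hpc (682 at an unadjusted p under 0.05, 26 with DESeq2), 0 at 4 hpc (397 at an unadjusted p under 0.05, 18 with DESeq2) and 448 at 8 hpc. The count at 8 hpc depended on single libraries. Leaving out 1 library at 8 hpc changed it by more than 1.5 times in 12 cases, to 250, 266 and 199 without FCF replicate 1, 3 or 4, to 107 and 106 without FCN replicate 5 or 6, to 821, 756, 94 and 69 without NCF replicate 1, 4, 5 or 6, and to 220, 296 and 244 without NCN replicate 1, 4 or 6.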

Fasted fish mounted a broad, catabolic response characterized by suppressed lipid anabolism, altered TCA cycle dynamics, and heightened inflammatory signaling. In contrast, fed fish maintained hepatic architecture and exhibited a more restrained transcriptional profile, with a focus on regulated immune signaling and a distinct pattern of sterol metabolic pathway engagement. These results provide a system-level view of how husbandry factors interact to set the hepatic metabolic tone, which in turn may dictate the trajectory of infection outcomes in aquaculture species.

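Among transcripts that changed the same way in all 6 comparisons of fasted with fed fish at matched time and fin status and passed the FDR (1293, of which 608 were higher), the 5 with the largest change were lipg (log2 fold change -3.81, SE 0.46, edgeR FDR = 1.0e-08), scd (-3.70, SE 0.53, edgeR FDR = 2.3e-07), fads2 (-2.97, SE 0.36, edgeR FDR = 1.0e-08), zgc:92749 (-2.83, SE 0.34, edgeR FDR = 1.0e-08) and apoa1a (-2.80, SE 0.48, edgeR FDR = 7.8e-06). For lipg, scd, fads2 and zgc:92749, 35 of 36 fasted fish lay below the fed median, and for apoa1a 33. In FCN at 4 hpc lipg averaged 0.819 ± 0.710 CPM (SD, n = 6), compared with 91.6 ± 82.5 in FCF.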

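The cholesterol biosynthesis set (21 transcripts) was lower than in sham in every treatment, with median log2 fold changes of -1.46 in FCF (camera FDR = 1.3e-06), -1.61 in NCF (camera FDR = 9.5e-09), -3.26 in FCN (camera FDR = 2.4e-13) and -2.50 in NCN (camera FDR = 1.1e-10). Lower transcripts at an edgeR FDR below 0.05 numbered 6, 9, 16 and 16, and 8, 12, 16 and 17 when adjusted over the list alone. Under an estimated inter-gene correlation the call in FCF was lost (camera FDR = 0.0793) and the others kept an FDR under 0.05. In random splits of the libraries, chosen after the result was seen, 10, 1, 6 and 6 of 100 gave a p as small in FCF, NCF, FCN and NCN. By the splits chance can be excluded in NCF alone. The scores of this set in single libraries argue against chance in the fasted groups too. They were 0.0245 to 2.0625 in FCN and 2.6839 to 4.7524 in cFCF. In NCN they were 0.5309 to 1.8067, beside 2.5593 to 4.4228 in cNCF. The exception was NCN 8 hpc replicate 1 (4.3964), which shares counts with an FCF library. Scores of FCF and cFCF overlapped.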

The emphasis on the early post-challenge window (2, 4, and 8 hpc) was intentional, as this interval captures the initial host hepatic response before the later stage at which bacterial burden and overt tissue injury become more pronounced. Although maximal hepatic colonization and more severe pathological manifestations of vAh infection generally occur at later timepoints, the present data show that substantial immunometabolic reprogramming is already underway within the first few hours after challenge. In this context, the early induction of cytokine- and chemokine-associated signaling, together with suppression of lipid biosynthetic pathways and restriction of TCA cycle-associated transcripts, likely represents an early molecular phase of host destabilization that precedes overt structural damage. Thus, the early transcriptional signatures observed here may be viewed as molecular antecedents of subsequent tissue-level deterioration, linking early immunometabolic imbalance to the later vascular and degenerative changes associated with acute MAS.

### Hepatic pathology reflects the metabolic, not inflammatory, cost of infection

The observed histopathology, primarily vascular congestion and edema in the NCN group, aligns with the metabolic dysregulation seen in the transcriptome rather than with direct bacterial damage. The absence of severe necrosis or widespread inflammation within the 8-hour window is consistent with the known pathogenesis timeline of vAh, where hepatic bacterial burden (measured as genome equivalents) typically peaks later (24–48 hpc) [31], suggesting that the direct bacterial presence or the accumulation of cytotoxic factors in the liver was insufficient to induce overt cytopathic changes at this early stage. Interestingly, the most severe histological changes occurred in fasted fish that were not injured (NCN), suggests the early lesions in NCN are likely a consequence of systemic hemodynamic and metabolic response rather than direct bacterial cytopathy. The liver is an immunogenically tolerant organ anatomically equipped to limit the spread of bacterial products through the portal vein; hence, the delayed onset of significant liver lesions pre-mortality suggests that the organ, while central to systemic host defense and metabolic regulation, may initially evade direct cytopathic effects or may possess transient protective mechanisms during early infection [32]. It is worth noting that, despite the absence of overt hepatic lesions, the bacterium can still be isolated from the liver for diagnostic and postmortem confirmation [31, 33]. This finding underscores the limitation of histopathology alone, highlights the value of bacterial quantification and transcriptomics in revealing sub-tissue-level reprogramming that precedes structural change and underscores that mortality in an acute septicemia infection like MAS is a multi-organ process, with each tissue playing different roles [18].

### Feeding status is associated with differences in the extent of the hepatic immune response

The transcriptomic data revealed that the fasted state is associated with an inflammatory response. This primed state is evidenced by a significantly amplified and diversified cytokine and chemokine repertoire in fasted fish, including robust induction of potent pro-inflammatory mediators such as *il1β* and *cxcl9*, beyond the core pathogen-sensing (*tlr5*) and signaling (*il6st*) genes upregulated in all groups. It therefore appears that the fasted liver is poised for aggressive leukocyte recruitment and activation [34–38]; and the fed liver, in contrast, appeared to maintain a more equipped state, engaging specific regulatory pathways (e.g., complement activation in NCF) without unleashing a broad inflammatory cascade. This moderated response in fed fish likely reflects a greater capacity to meet the metabolic demands of immunity without resorting to emergency catabolic programs, thereby preserving tissue homeostasis as seen histologically.

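Relative to fed infected fish, fasted infected fish had log2 fold changes of -0.45 for il1b (LOC100304697; SE 0.36, edgeR FDR = 0.368), 0.12 for cxcl9 (LOC108263637; SE 0.40, edgeR FDR = 0.868) and 0.04 for tlr-5 (SE 0.45, edgeR FDR = 0.971). Fasted fish above the fed median numbered 18, 21 and 20 of 36. For il1b this averages opposite directions. It was lower in FCN than in FCF at 4 and 8 hpc (log2 fold changes of -1.98 and -3.14, edgeR FDR = 0.137 and 0.0590) and higher in NCN than in NCF (1.44 and 1.53, edgeR FDR = 0.376 and 0.723). The log2 interaction of feeding and clipping was -2.90 (SE 0.73, edgeR FDR = 0.0718) over all times and -4.66 (SE 1.30, edgeR FDR = 0.0313) at 8 hpc for il1b, and -1.98 (SE 0.81, edgeR FDR = 0.276) over all times for cxcl9. The set of inflammatory cytokines and chemokines (20 transcripts) was higher than in sham in FCF (median log2 fold change 3.5, camera FDR = 8.3e-06), NCF (median 2.0, camera FDR = 0.00321), FCN (median 2.4, camera FDR = 0.00506) and NCN (median 2.7, camera FDR = 0.00550). All 4 calls were lost under an estimated inter-gene correlation (camera FDR of 0.0675, 0.214, 0.226 and 0.226). Adjusted over the list alone, 12, 7, 10 and 9 transcripts were higher, and 2 were lower in FCF and 1 in FCN. Between fasted and fed fish its camera FDR was 0.914. The median difference was 0.08, the mean was -0.13 and the test ranked the set lower, so these differ in sign. Adjusted over the list alone 0 transcripts passed, beside 1 higher and 1 lower over all transcripts tested with edgeR. Of the 21 transcripts in Table 1, 6 were higher and 1 was lower in fasted fish at an edgeR FDR below 0.05, of which cish alone exceeded 2-fold. Besides il1rl2 and LOC108266840, the higher ones were cish by a fold change of 3.60 (edgeR FDR = 0.00185; 23 of 36 fish), and on the log2 scale nfil3-6 by 0.86 (SE 0.20, edgeR FDR = 6.3e-04; 33 of 36), il6r by 0.42 (SE 0.11, edgeR FDR = 0.00175; 27 of 36) and tnfsf10l4 by 0.32 (SE 0.12, edgeR FDR = 0.0393; 28 of 36). The lower one was ilf2, by -0.77 (SE 0.11, edgeR FDR = 2.7e-07; 35 of 36 below the fed median).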

### Metabolic reprogramming: anabolic restraint versus catabolic stress

The most obvious transcriptional differences were observed in metabolic pathways and were most associated with feeding status under the present experimental design. The coordinated downregulation of the acyl-CoA biosynthetic process, particularly in fasted fish, points to a strategic suppression of lipid anabolism and elongation. This may represent a conservation of ATP and reducing equivalents (NADPH) or a pathogen-induced subversion of host lipid metabolism [39, 40]. The concurrent enrichment of PPAR signaling, a regulator of fatty acid catabolism and inflammation, further supports a shift toward lipid mobilization and oxidation in the fasted state [41].

On the other hand, the stark contrast in sterol metabolism is particularly telling. The significant negative enrichment of the cholesterol biosynthesis pathway (*dhcr24*, *dhcr7*, *tm7sf2*) exclusively in fed fish, even amidst global downregulation, indicates a retained, though dampened, anabolic potential. 

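The direct comparison of fasted with fed infected fish gave a median log2 difference of -1.56 for the cholesterol biosynthesis genes (camera FDR = 8.4e-10), with 19 of 21 transcripts lower in fasted fish. At an edgeR FDR below 0.05, 15 transcripts were lower, and 17 when adjusted over the list alone. This held under an estimated inter-gene correlation (camera FDR = 0.0445) and with the other alternatives tried.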

Cholesterol is essential for membrane integrity and cell signaling; its maintained biosynthetic capacity in fed fish could support cellular repair and immune cell function. Its suppression in fasted fish may indicate a severe metabolic compromise or a host strategy to limit lipid resources to the pathogen [42].

Furthermore, the exclusive negative enrichment of the TCA cycle in fasted fish, marked by downregulation of *idh2* and *aco2*, suggests mitochondrial metabolic stress or a purposeful cycling of oxidative metabolism to reduce reactive oxygen species (ROS) production during nutrient scarcity and infection [43, 44]. This constriction of central carbon flux stands in direct contrast to the metabolic phenotype of the fed liver.

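Fasted infected fish differed from fed infected fish by -0.48 on the log2 scale for suclg1 (SE 0.08, edgeR FDR = 2.7e-06; 33 of 36 fish below the fed median) and by -0.85 for LOC108275983 (SE 0.18, edgeR FDR = 1.3e-04; 32 of 36).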

### The role of injury on the initiation of inflammation

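Clipped against unclipped infected fish, over both feeding states and all times, 1 transcript met the rule that selected genes changed the same way in all 6 comparisons, namely nox1 (log2 fold change 1.15, SE 0.23, edgeR FDR = 0.0156). With the RNA integrity number as a covariate its log2 fold change was 1.03 (edgeR FDR = 0.0584), and 0 transcripts were DEGs, beside 855 at an unadjusted p under 0.05. In random splits of the libraries, chosen after the result was seen, 10 of 100 gave as many DEGs for clipping as the real one, so chance cannot be excluded. Inflammatory cytokine and chemokine genes had a median difference of 0.63 (camera FDR = 2.3e-04), with 17 of 20 transcripts higher in clipped fish. None of them passed an edgeR FDR of 0.05, and 3 were higher and 1 lower when adjusted over the list alone. This call was lost with fry (FDR = 0.0733) and under an estimated inter-gene correlation (camera FDR = 0.121). Cytokine receptor genes differed by a median of 0.16 (camera FDR = 0.0135), which held with fry and was lost under an estimated correlation (camera FDR = 0.0700). Complement genes did not differ (median 0.02, camera FDR = 0.546). Of the metabolic sets, 3 were lower in clipped fish, namely beta-oxidation (median -0.21, camera FDR = 1.7e-06, 21 of 22 transcripts lower), fatty acid synthesis (-0.18, 5.6e-04, 19 of 19) and the TCA cycle (-0.15, 0.00211, 17 of 17). None of their transcripts passed an edgeR FDR of 0.05, and all 3 calls were lost under an estimated correlation (camera FDR = 0.0675, 0.121 and 0.197), that of the TCA cycle with fry as well (FDR = 0.0592). For tlr-5 the difference was 1.33 (SE 0.46, edgeR FDR = 0.284), and for il1b (LOC100304697) it was 0.79 (SE 0.36, edgeR FDR = 0.487).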

The present experimental conditions revealed that physical injury was associated with an additional inflammatory component. 

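Calls classed as immune by the keywords of Table S2 numbered 83 in FCF, 49 in NCF, 98 in FCN and 103 in NCN, summed over the 3 times. Conserved DEGs so classed numbered 12, 3, 19 and 13 transcripts. Counted at each of the 3 times, these are 36, 9, 57 and 39 calls. The larger count was thus in the clipped group of the fed pair for either tally. In the fasted pair the order depended on the method. The count was larger in FCN than in NCN for conserved DEGs, with the RNA integrity number as a covariate (88 and 74), with pooled sham groups (129 and 121) and in a single fit of all 84 libraries (102 and 100), and larger in NCN with the other methods tried. Survival was not analysed here.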

Fin-clipping was associated with higher numbers of immune-related DEGs and less survival in clipped groups (FCN > NCN; FCF > NCF). This aligns with the established role of epithelial breach in facilitating pathogen entry and activating localized damage-associated molecular pattern (DAMP) signals [17, 45]. Our data suggests that while injury worsens outcomes, it is the underlying metabolic state of the liver, determined by recent feed intake, that establishes the foundational capacity to manage the ensuing infection.

### Experiment limitation

A limitation of this study is that the sham controls were designed to represent fed baseline husbandry conditions with or without adipose fin‑clipping and did not include the reciprocal fasted state. Therefore, the transcriptomic results are best interpreted as infection responses relative to fed baseline conditions (2 hpc), while feeding- and injury-associated differences among infected groups should be viewed as associations observed under these experimental conditions.

## Conclusion

In conclusion, this study shows that early hepatic responses to MAS change under the baseline physiological conditions. Feed deprivation was associated with a more catabolic and inflammatory response profile, whereas recent feeding was associated with a more restrained and metabolically supported response. Physical injury was associated with additional inflammatory changes, but these effects should be interpreted cautiously given the sham control structure. These findings provide a molecular rationale for considering nutritional status in strategies aimed at improving disease resilience in aquaculture.

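The interaction fit asked whether the difference between fasted and fed fish depended on fin status. The 17 transcripts that passed over all times (15 with a positive and 2 with a negative interaction) had edgeR FDRs from 0.0122 to 0.0348, beside 1474 at an unadjusted p under 0.05. They include LOC100304696, which the paper's Table S6 lists as il-1βa (log2 interaction -3.34, SE 0.76, edgeR FDR = 0.0307). Without the 6 libraries that share counts, an alternative chosen after the data were seen, 27 passed.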

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2: Supplementary Table 1: RNA integrity and purity metrics of liver samples used for RNA-Seq analysis of channel catfish challenged with virulent *Aeromonas hydrophila*. The table presents the RNA Integrity Number (RIN) and A260:A280 ratio for each liver RNA sample collected at 2, 4, and 8 hours post challenge prior to cDNA library preparation and sequencing.

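The RNA integrity number in this table ranged from 7.2 to 9.6 over the 84 libraries. Fasted infected fish averaged 8.45 ± 0.558 (SD, n = 36) and fed infected fish 8.25 ± 0.537 (SD, n = 36; permutation test within time and fin status, 2-sided, p = 0.122). At 8 hpc FCF averaged 7.63 ± 0.327 (SD, n = 6), NCF 8.78 ± 0.611, FCN 8.4 ± 0.687 and NCN 8.55 ± 0.513. The number served as a covariate in one of the alternative fits. Libraries that share counts are listed with different integrity numbers in each of the 3 pairs.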

Supplementary Material 3: Supplementary Table 2: Categorization of differentially expressed genes (DEGs; FDR < 0.05) in the liver of channel catfish (*Ictalurus punctatus*) challenged with virulent *Aeromonas hydrophila*, based on functional association with immune signaling or metabolic processes (carbohydrate, lipid, and protein metabolism). DEGs shown here were consistently differentially expressed across all timepoints (2, 4, and 8 hours post-challenge) within each treatment group.

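The table lists a gene once for each treatment and time at which it was a DEG, in 1568 rows that cover 408 transcripts. Of these rows, 1235 are classed as metabolism and 333 as immune signaling. The rows hold DEGs of single times as well as conserved ones.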

Supplementary Material 4: Supplementary Table 3: The list of differentially expressed genes (DEGs, FDR < 0.05) in at least one pairwise comparison of channel catfish challenged with virulent *Aeromonas hydrophila*. 

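For FCF at 2 and 4 hpc the list could be read in full, with 554 and 461 rows. For the other comparisons the copy read here holds part of each list, which was not tested.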

The liver was sampled at 2, 4 and 8 hours post challenge. FCF: These fish had their adipose fin-clipped and were fed 2 hours before the challenge. FCN: These fish had their adipose fin-clipped and were fasted 2 hours before the challenge. NCF: These fish had intact adipose fins and were fed 2 hours before the challenge. NCN: These fish had intact adipose fins and were fasted 2 hours before the challenge. Control 1: These fish had their adipose fin clipped and were exposed to sterile TSB. Control 2: These fish had intact adipose fins and were exposed to sterile TSB.

Supplementary Material 5: Supplementary Table 4: Gene ontology enrichment using a Fisher’s exact test (adj. *P*-value < 0.05) on the shared DEGs within the treatment groups (FCF, NCF, FCN and NCN); 2-, 4- and 8-hours post challenge. 

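The GO sheets carry columns of a gene set enrichment analysis, such as a normalized enrichment score, in which the sign gives the direction of the ranked change. The legend names a Fisher's exact test, which compares counts of DEGs and has no sign. GO terms were not tested again here, and gene sets named beforehand were tested in their place.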

The RNA sequencing libraries were generated from the liver of individual channel catfish challenged with virulent *Aeromonas hydrophila*.

Supplementary Material 6: Supplementary Table 5: The list of enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) derived from differentially expressed genes (DEGs, FDR < 0.05) in the liver of channel catfish challenged with virulent *Aeromonas hydrophila*. The analysis was conducted on DEGs consistently expressed across at least one timepoint (2, 4, or 8 hours post-challenge). Pathway enrichment was evaluated separately for each treatment group using KEGG. Pathways related to lipid metabolism and immune signaling were highlighted.

Supplementary Material 7: Supplementary Table 6: Relative fold-change (FC) values of gene expression in the liver of channel catfish challenged with virulent *Aeromonas hydrophila*. Relative expression was determined through RNA-Seq and reverse-transcription quantitative PCR (RT-qPCR). Six samples from each treatment group at 4 hours post challenge were taken and ran in triplicate to get the mean of each value in the RT-qPCR. For gene validation where the values were either not expressed or had a *p*-value > 0.05, no data (ND) was reported.

## Data Availability

The RNA sequencing datasets generated for this study have been deposited to the NCBI Gene Expression Omnibus (GEO) repository and can be found under accession number GSE280610. All other data that support the findings of this study have been included in the manuscript and Supplementary Materials.

# Supplementary material for: Hepatic transcriptomics reveals immuno-metabolic interactions in juvenile channel catfish (Ictalurus punctatus) after Aeromonas hydrophila infection
**Source:** BMC Genomics. 2026 May 28;27:639. doi: 10.1186/s12864-026-12988-1
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Supplementary Material

**Integrated transcriptomics reveals the hepatic immunometabolic interplay between nutrition, physical injury, and *Aeromonas hydrophila* infection in juvenile channel catfish (*Ictalurus* punctatus)**

**Yesutor K. Soku^1,2^, Miles D. Lange^3^, Jason W. Abernathy^3^, Nithin M. Sankappa^3,4^, Craig A. Shoemaker^3^, Karl Hayden^1^, Linnea K. Andersen^3^, Ida Phillips^1,5^, Toufic Nashar^1^, Temesgen Samuel^1^, Abdelrahman Mohamed^1^**

# Supplementary Figures

D)

C)

B)

A)

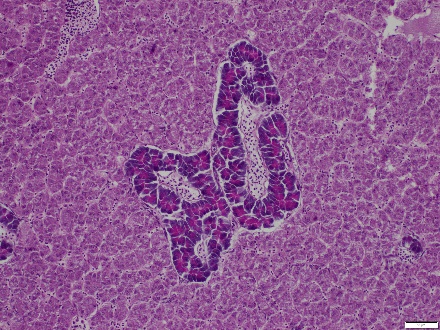

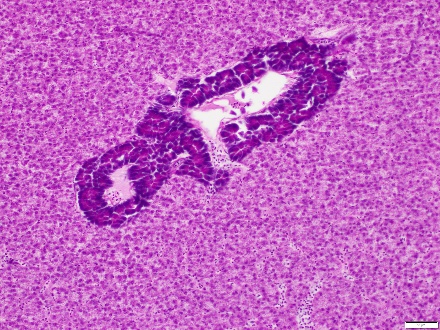

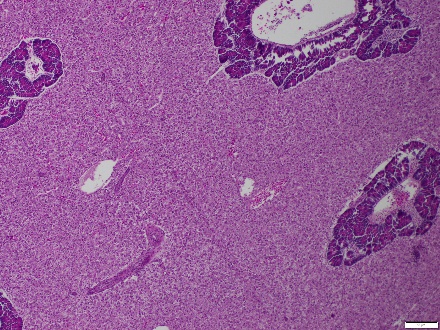

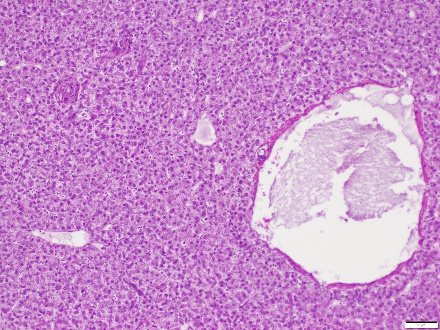

H)

G)

F)

E)

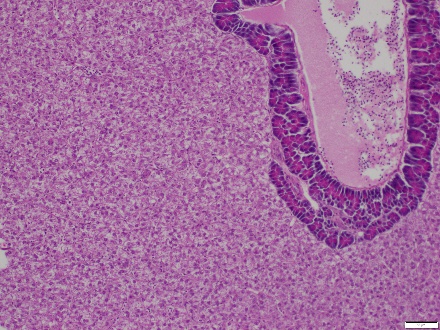

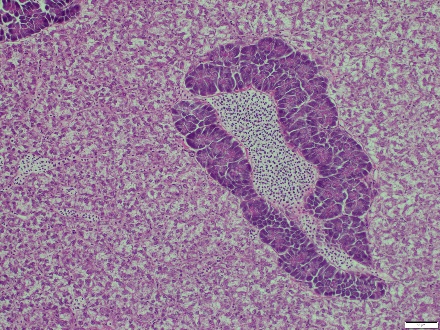

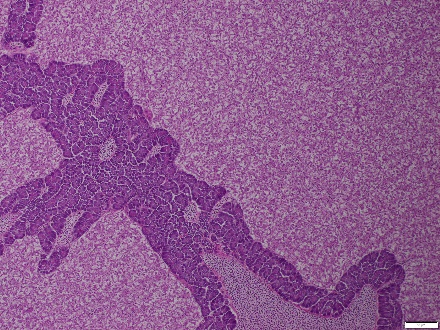

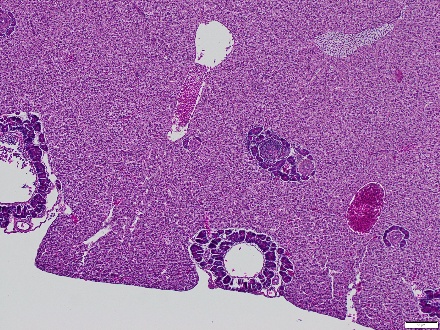

L)

K)

J)

I)

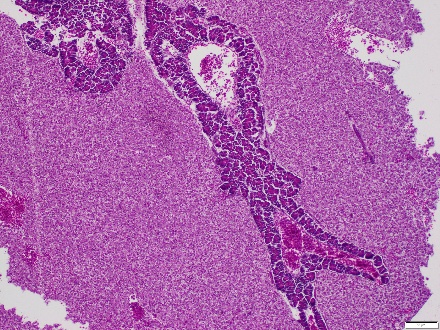

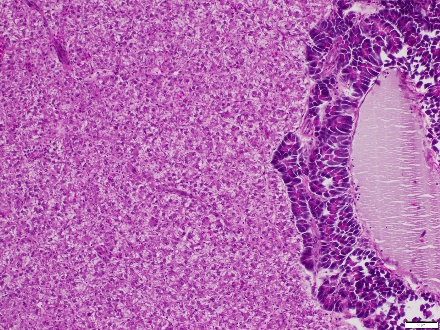

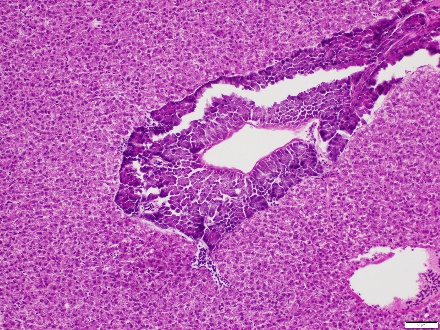

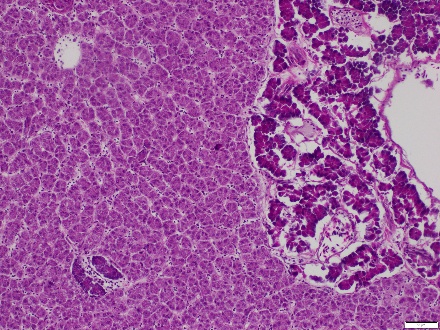

**Supplementary Figure 1:** Photomicrographs of the hepatopancreas of infected channel catfish (*Ictalurus punctatus*) at 2 HPC. (A) Minimal findings, 100x, H&E, FCF. (B) Minimal findings, 100x, H&E, NCF. (C) Minimal findings, 100x, H&E, FCN. (D) Moderate vascular congestion and edema (arrow), 200x, H&E, NCN. At 4 HPC. (E) Minimal findings, 100x, H&E, FCF. (F) Minimal findings, 100x, H&E, NCF. (G) Minimal findings, 100x, H&E, FCN. (H) Moderate vascular congestion, edema, and lymphoplasmacytic infiltration (arrow), 200x, H&E, NCN. At 8 HPC. (I) Minimal findings, 100x, H&E, FCF. (J) Minimal findings, 100x, H&E, NCF. (K) Minimal findings, 100x, H&E, FCN. (L) Moderate vascular congestion, and moderate to severe edema, 200x, H&E, NCN.

How the deposited data were processed for this re-analysis (not part of the article)

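Liver RNA of channel catfish was sequenced by the authors, in 84 libraries with 6 in each of 14 groups. Numbers of fish given here are numbers of libraries as labelled. The authors trimmed and aligned the reads, counted them with HTSeq, and deposited the counts without normalization, as deposited in 1 table of 63022 rows and 84 columns. Each library was assigned to its group from the sample labels and Table S1, and no condition was inferred from the counts. Library totals ranged from 23129131 to 73612143, with a median of 34769866.

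Transcripts with low counts were removed in each comparison with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), and libraries were normalized with TMM. Groups were compared with edgeR's quasi-likelihood F-test with robust dispersion estimation in R 4.3.3, and a DEG had a Benjamini-Hochberg FDR below 0.05 and a change of more than 2-fold. Each of the 12 infected groups was compared with the sham group of the same fin status. Infected groups were compared with each other at matched times, and the sham groups with each other. A fit of the 72 infected libraries compared fasted with fed and clipped with unclipped fish with time as a factor, and tested their interaction. A DEG at 2, 4 and 8 hpc in a treatment was counted as conserved. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, over 9 sets.

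The genes named in the text are those that the paper names in its text, Table 1, Table 2 and Table S6, whose values in the paper's tables had been seen, and up to 5 transcripts with the largest change in each direct comparison among those past the FDR and changed the same way in all 6 comparisons. The rule for clipping returned 1 transcript. Some named genes are not reported here. The genes with interaction calls were named after their values were seen.

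The alternatives were DESeq2 1.42.0, no low-count filter, RLE normalization, the newer edgeR quasi-likelihood method, 1 fit of all 84 libraries, the replicate number as a block, the RNA integrity number as a covariate, counts summed to genes, pooled sham groups and no fold-change threshold. The gene sets were also tested with fry and with an estimated inter-gene correlation. Leaving out the 6 libraries that share counts was added after the data were seen, as was leaving out single libraries at 8 hpc. The tests were also run on simulated data. With 200 transcripts changed 4-fold in FCF at 4 hpc against sham, edgeR recovered 120 with 5 false calls, and DESeq2 recovered 152 with 28 false calls. In the comparison of fasted with fed fish edgeR recovered 169 of 200 with 14 false calls.

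Tanks are not identified in the labels, so tank effects were not fitted. GO terms and KEGG pathways were not tested again, the partial lists of Table S3 were not tested, and survival and bacterial load were not analysed here.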

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

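The test of repeated counts in FCF 4 hpc replicate 2 and NCN 8 hpc replicate 1, their distance to the other fish of either label, the scores of NCF 8 hpc replicates 5 and 6, the counts outside the most abundant transcripts, the scores of NCN 8 hpc replicate 3, the splits, the covariate fits of the interaction and the results without single libraries were chosen after the result was seen. In groups of 6 libraries, 12 values of 98 tested lay far from the others by Dixon's criterion, where chance gives about 1 in 20, or 4.9.

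The total count of FCF 8 hpc replicate 4 was 73183600, with the others of its group from 36397048 to 46833073, and that of FCN 4 hpc replicate 3 was 49932177, with the others from 30113332 to 36573860. Outside the 10 most abundant transcripts, FCF 8 hpc replicate 4 had 53744671 counts (others 27419540 to 35345296) and FCN 4 hpc replicate 3 had 35106298 (others 20962730 to 25393946), which argues against a few transcripts as the reason for either. Deeper libraries stay open. No biological explanation was tested.

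Of 4 pancreatic marker genes, the share of counts was 12.74% in cFCF replicate 5, 14.27% in cNCF replicate 4, 8.518% in FCF 2 hpc replicate 2 and 8.617% in FCN 8 hpc replicate 1, where the others of each group lay at or below 4.69%. Of a second list of 6 pancreatic genes, 3 had at least 840 counts in all, and these were higher than in the other fish of the group, with a median ratio over the 3 genes of 5.141, 5.036 and 3.213 in the first 3 libraries. More pancreatic tissue in these samples is a candidate explanation. In FCN 8 hpc replicate 1 the median ratio was 2.761 (0.917 to 5.683 over the genes), which leaves this open. The hpxa share of cFCF replicate 5 was 7.604% (others 17.204 to 18.858%), and its 20 next most abundant transcripts had a median ratio of 0.524 to the other fish, so dilution by pancreatic RNA may account for it. FCF 2 hpc replicate 2 is among the libraries that share counts. Comparisons with sham were not made without cFCF replicate 5 or cNCF replicate 4.

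The tlr-5 level, as log2 of CPM + 0.5, was 1.68 in cFCF replicate 3 (others 3.32 to 4.14) and 3.41 in NCN 8 hpc replicate 3 (others 8.37 to 10.45). The first rests on 132 reads, which argues against too few reads. In NCN 8 hpc replicate 3 the 77 shared transcripts lay at a median of 0.809 of the way from the sham mean to the mean of the other 5 fish, inside the range of those fish measured the same way (0.734 to 1.242), but these transcripts were chosen as DEGs of every group. Its inflammatory score was -0.069 (others 1.377 to 2.195) and its first principal component 34.745 (others -69.519 to -17.811). A weak response of the whole library stays open. No biological explanation was tested.

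The fatty acid synthesis score was 5.45 in FCF 4 hpc replicate 2 (others 4.36 to 4.61), and the cholesterol biosynthesis score was 4.396 in NCN 8 hpc replicate 1 (others 0.92 to 1.68). These libraries share 98.09% of counts with each other. The cholesterol score of these reads lies above those of all other fasted fish (0.0245 to 2.0625), and so does the fatty acid score (2.7946 to 4.5703). Both lie above those of the other fed infected fish as well (to 3.4299 and to 5.2437), though nearer to them. Of 11 measures, 7 lay nearer to the other FCF 4 hpc fish and 4 nearer to the other NCN 8 hpc fish. The 2 feeding scores thus speak more against the fasted label than against the fed one, and which label is right stays open. The cholesterol score of NCN 4 hpc replicate 4 was 1.81 (others 0.90 to 1.19), and its highest share of equal counts with another library was 0.702%, which argues against counts of another library under this label.

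The effect of feeding differed with fin status for 17 transcripts over all times and for 448 at 8 hpc, by a test of the interaction. In random splits of the libraries, 3 of 100 and 4 of 100, the real one included, gave as many. Both are under 0.05, but 100 splits do not resolve them from it, and 1 split gave 1080 at 8 hpc, so chance is excluded only narrowly. The count at 8 hpc was 430 with the RNA integrity number as a covariate, 383 with the library total, 334 with the pancreatic share and 417 without the 10 most abundant transcripts, so these trends do not account for the whole. It was 93 without the 6 libraries that share counts, of which only NCN replicate 1 is at 8 hpc (220 without it alone). Without a single library that shares no counts it fell as far, to 69 without NCF replicate 6 and 94 without NCF replicate 5. These counts do not single out repeated libraries, which stay open. With the tlr-5 level as a covariate 3 transcripts passed, but tlr-5 is itself raised by the challenge, so this fit would also remove a real interaction and decides nothing. At 8 hpc 2 FCN fish, 2 NCF fish and 1 NCN fish had no more tlr-5 than the highest sham fish (17.62 CPM) and no FCF fish did. Different numbers of such fish stay open. Whether these fish were less infected was not tested. The 2 NCF fish, replicates 5 and 6, also had cholesterol scores of 0.3179 and 0.5495 (others 2.509 to 3.1775) and second principal components of -45.5 and -37.216 (others 9.126 to 38.246). They thus differ from their group in more than tlr-5, and Dixon's criterion, which looks at single libraries, does not show a pair. A cholesterol score as low (0.4892) and a component near these (-35.543) occur in FCF 2 hpc replicate 6, which is labelled as fed too. Whether their labels are right stays open.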

How the results depend on the processing

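The results without the 6 libraries that share counts and without single libraries at 8 hpc were chosen after the data were seen, and the other alternatives were planned. Of 600 values of counts, shares and correlations under the alternatives, 456 stayed within 1.5 times the reported count or within its error, 143 moved and 1 correlation, that of the upregulated RT-qPCR pairs (r = 0.564, exact permutation p = 0.32), was no longer under 0.05. Of 6435 tests of named genes, 5996 kept their side of the threshold, 304 lost it, 135 gained it and none reversed. Of 378 tests of gene sets, 348 kept their side and 30 lost it. RLE normalization moved none of the 46 counts, shares and correlations. Unless stated, the cause was not tested for any change below.

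With DESeq2 the counts moved to 1052 for FCF 2 hpc against sham, 941 for FCF 4 hpc against sham, 759 for NCF 2 hpc against sham, 961 for NCF 8 hpc against sham, 41 for FCN 2 hpc against FCF 2 hpc and 815 for FCN 4 hpc against FCF 4 hpc. Further counts were 1432 for FCN 8 hpc against FCF 8 hpc, 523 for NCN 2 hpc against NCF 2 hpc, 820 for NCN 4 hpc against NCF 4 hpc, 48 for NCN 8 hpc against NCF 8 hpc, 17 for FCF 2 hpc against NCF 2 hpc and 11 for FCF 4 hpc against NCF 4 hpc. There were also 359 for FCF 8 hpc against NCF 8 hpc, 4 for FCN 2 hpc against NCN 2 hpc, 10 for FCN 4 hpc against NCN 4 hpc, 59 for FCN 8 hpc against NCN 8 hpc, 34 for clipping and 61 for the interaction over all times. It also gave 370 for conserved DEGs of FCF, 248 for conserved DEGs of NCF, 63 for conserved DEGs of FCF alone, 20 for conserved DEGs of NCF alone, 8 for conserved DEGs of FCF and NCF alone and 120 for conserved DEGs of all 4 treatments. Further counts were 907 for the interaction at 8 hpc. The cause was not tested.

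The fit of all 84 libraries gave 849 for FCF 2 hpc against sham, 752 for FCF 4 hpc against sham, 278 for NCF 2 hpc against sham, 758 for NCF 8 hpc against sham, 103 for NCN 2 hpc against NCF 2 hpc and 303 for NCN 4 hpc against NCF 4 hpc. Further counts were 11 for NCN 8 hpc against NCF 8 hpc, 272 for FCF 8 hpc against NCF 8 hpc, 7 for cFCF against cNCF, 302 for conserved DEGs of FCF, 49 for conserved DEGs of FCF alone and 2 for conserved DEGs of FCF and NCF alone. Without the low-count filter the counts were 1 for FCN 2 hpc against FCF 2 hpc, 16 for FCF 8 hpc against NCF 8 hpc, 1 for FCN 2 hpc against NCN 2 hpc, 4 for FCN 4 hpc against NCN 4 hpc, 1 for FCN 8 hpc against NCN 8 hpc and 27 for clipping. The others were 59 for the interaction over all times, 85 for conserved DEGs of NCF, 0 for conserved DEGs of FCF and NCF alone, 31 for conserved DEGs of all 4 treatments, 95 for the interaction at 8 hpc and 29 for immune calls of NCF. The newer edgeR method gave 275 for NCN 2 hpc against NCF 2 hpc, 31 for FCF 8 hpc against NCF 8 hpc, 1 for FCN 4 hpc against NCN 4 hpc, 2 for clipping, 25 for conserved DEGs of FCF alone and 3 for conserved DEGs of FCF and NCF alone. It further gave 797 for the interaction at 8 hpc. The cause was not tested.

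With the RNA integrity number as a covariate the counts moved to 142 for NCF 8 hpc against sham, 965 for NCN 2 hpc against sham, 40 for FCN 8 hpc against FCF 8 hpc, 0 for NCN 2 hpc against NCF 2 hpc, 0 for clipping and 58 for conserved DEGs of NCF. The fit also gave 466 for conserved DEGs of NCN, 22 for conserved DEGs of FCF alone, 1 for conserved DEGs of NCF alone, 110 for conserved DEGs of NCN alone, 0 for conserved DEGs of FCF and NCF alone and 28 for conserved DEGs of all 4 treatments. It gave as well 32 for immune calls of NCF and a camera FDR of 0.0511 for TCA cycle (clipped against unclipped). Where edgeR gave 0 with this covariate, 1349 transcripts (NCN against NCF at 2 hpc) and 855 (clipping) had an unadjusted p under 0.05, and DESeq2, without the covariate, called 523 and 34. The cause was not tested here, and shuffled integrity numbers are described under the other observations.

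Pooling the sham groups gave 1154 for FCF 2 hpc against sham, 976 for FCF 4 hpc against sham, 923 for NCF 8 hpc against sham, 1941 for FCN 8 hpc against sham, 458 for conserved DEGs of FCF and 67 for conserved DEGs of FCF alone. Further counts were 4 for conserved DEGs of NCF alone, 111 for conserved DEGs of NCN alone, 12 for conserved DEGs of FCF and NCF alone, 142 for conserved DEGs of all 4 treatments and 76.6 for the metabolic share (%). Without the fold-change threshold, which can only add calls in a comparison, there were 861 for NCF 2 hpc against sham, 1384 for NCF 4 hpc against sham, 916 for NCN 4 hpc against NCF 4 hpc, 3263 for feeding, 1171 for conserved DEGs of NCN and 9 for conserved DEGs of FCF alone. The others were 369 for conserved DEGs of NCN alone, 502 for conserved DEGs of FCN and NCN alone and 0 for conserved DEGs of FCF and NCF alone. Counts summed to genes gave 2 for clipping. Counting each transcript once gave 81.4 for the metabolic share (%). Conserved DEGs alone, each counted at every time, gave 36, 9, 57 and 39 immune calls in FCF, NCF, FCN and NCN. Keywords in any case gave 71.3 for the metabolic share (%), 141 for immune calls of FCF and 76 for immune calls of NCF. Calls without a description cannot match in any case, and 75.8, 55.8 and 53.9% of the calls of NCF, FCN and NCN carry one, so these counts are lower limits. The cause was not tested.

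The replicate numbers do not pair the fish. Over 546 pairs of libraries with the same number, the mean correlation of residuals was 0.0029, and in 0 of 25 comparisons did all pairs exceed 0.1. With the number as a replicate block, edgeR gave 247 for FCF 2 hpc against sham, 80 for FCF 4 hpc against sham, 179 for NCF 8 hpc against sham, 352 for NCN 4 hpc against NCF 4 hpc, 40 for FCF 8 hpc against NCF 8 hpc and 1 for FCN 4 hpc against NCN 4 hpc. Other counts were 0 for clipping, 8 for the interaction over all times, 41 for conserved DEGs of FCF, 49 for conserved DEGs of NCF, 3 for conserved DEGs of FCF alone and 2 for conserved DEGs of NCF alone. The block also gave 0 for conserved DEGs of FCF and NCF alone, 9 for conserved DEGs of all 4 treatments, 240 for the interaction at 8 hpc, 82.4 for the metabolic share (%), 49 for immune calls of FCF and 19 for immune calls of NCF. A call lost under this block says nothing about the size of an effect, since the block spends degrees of freedom on numbers that pair nothing.

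With the inter-gene correlation estimated, 27 set calls were lost. In FCF against sham, the camera FDR rose to 0.285 for TCA cycle, 0.0793 for cholesterol biosynthesis, 0.0508 for fatty acid synthesis and elongation, 0.0947 for fatty acid beta-oxidation, 0.0675 for inflammatory cytokines and chemokines, 0.117 for autophagy and 0.121 for complement. In NCF against sham, the camera FDR rose to 0.152 for TCA cycle, 0.168 for fatty acid beta-oxidation, 0.214 for inflammatory cytokines and chemokines, 0.0675 for autophagy and 0.0675 for complement. In FCN against sham, the camera FDR rose to 0.0640 for TCA cycle, 0.218 for fatty acid beta-oxidation and 0.226 for inflammatory cytokines and chemokines. In NCN against sham, the camera FDR rose to 0.0508 for TCA cycle, 0.224 for fatty acid beta-oxidation, 0.226 for inflammatory cytokines and chemokines and 0.0529 for complement. In fasted against fed, the camera FDR rose to 0.117 for fatty acid synthesis and elongation, 0.0529 for cytokine receptors and 0.0700 for complement. In clipped against unclipped, the camera FDR rose to 0.197 for TCA cycle, 0.121 for fatty acid synthesis and elongation, 0.0675 for fatty acid beta-oxidation, 0.121 for inflammatory cytokines and chemokines and 0.0700 for cytokine receptors. With fry the FDR was 0.0592 for TCA cycle (clipped against unclipped) and 0.0733 for inflammatory cytokines and chemokines (clipped against unclipped). The cause was not tested.

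Without the 6 libraries that share counts, edgeR gave 1051 for FCF 2 hpc against sham, 802 for FCF 4 hpc against sham, 269 for FCN 4 hpc against FCF 4 hpc, 101 for NCN 2 hpc against NCF 2 hpc, 15 for FCF 2 hpc against NCF 2 hpc and 27 for the interaction over all times. Further counts were 321 for conserved DEGs of FCF, 71 for conserved DEGs of FCF alone, 2 for conserved DEGs of FCF and NCF alone and 93 for the interaction at 8 hpc. Leaving out 1 library at 8 hpc gave 791 to 978 DEGs for feeding, 5 to 13 for clipping, 14 to 25 for the interaction over all times and 69 to 821 for the interaction at 8 hpc. The clipping count moved by more than 1.5 times without FCF replicate 6 (11), FCN replicate 5 (12), NCF replicate 1 (13), NCF replicate 3 (11) and NCF replicate 5 (12). The interaction count at 8 hpc did so without FCF replicates 1 (250), 3 (266) and 4 (199), FCN replicates 5 (107) and 6 (106), NCF replicates 1 (821), 4 (756), 5 (94) and 6 (69), and NCN replicates 1 (220), 4 (296) and 6 (244). The cause was not tested.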

Differences from the paper's values

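Of 111 values in the paper's text and supplementary tables that were also computed here, none differed by more than 1.5 times or in sign. They are 7 counts of conserved DEGs, 79 fold changes in Tables 1 and 2, 18 in Table S6, 2 counts in Table S3, 4 in Table S2 and the metabolic share.

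Some statements differ from the values here. The paper presents il1b and cxcl9 as raised more, or only, in fasted fish. Between fasted and fed infected fish il1b (LOC100304697) differed by -0.45 and cxcl9 (LOC108263637) by 0.12 on the log2 scale (edgeR FDR = 0.368 and 0.868), with 18 and 21 of 36 fasted fish above the fed median, and both were DEGs in FCF at every time. This average mixes fin states. The log2 interaction of feeding and clipping was -2.90 for il1b (edgeR FDR = 0.0718; at 8 hpc -4.66, edgeR FDR = 0.0313) and -1.98 for cxcl9 (edgeR FDR = 0.276). In unclipped fish at 8 hpc il1b averaged 45.1 CPM in NCN and 15.2 in NCF, which is the paper's direction, though not past the FDR (edgeR FDR = 0.723). Of the 21 transcripts in Table 1, 6 were higher in fasted fish and 1 was lower at an edgeR FDR below 0.05.

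The paper reports more immune DEGs in FCN than in NCN. The calls classed by its keywords numbered 98 in FCN and 103 in NCN, so the reported counts have the other order. The paper's order is given by calls among conserved DEGs (57 and 39, from 19 and 13 transcripts counted at every time). It is also given with the RNA integrity number as a covariate (88 and 74), pooled sham groups (129 and 121) and a single fit of all 84 libraries (102 and 100). The other alternatives do not give it, so the order is not stable.

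The paper describes TCA cycle genes as lower in fasted groups. The TCA cycle set was lower than in sham in FCF and NCF as well (median log2 fold change -0.46 and -0.41), and the difference between fasted and fed fish had a median of -0.47. None of the calls against sham held under an estimated inter-gene correlation (camera FDR = 0.285 in FCF, 0.152 in NCF, 0.0640 in FCN and 0.0508 in NCN), while the difference between fasted and fed fish did (camera FDR = 0.0488). In random splits, chosen after the result was seen, 21 and 17 of 100 gave a p as small in FCF and NCF. In FCN and NCN 7 and 2 of 100 did. By the splits chance is excluded in NCN alone, and there only narrowly, since 100 splits do not resolve that count from 0.05. The weaker evidence in fed groups goes with the paper.

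The paper places cytokine receptor activity in all groups, and its GO table lists it for FCF, FCN and NCN. The receptor set here was higher in all 4 treatments. The Table S2 legend describes conserved DEGs, and its rows hold DEGs of single times.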

Other observations

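The splits, the pairing of groups in the permutation tests of change and spread, the covariate fits for feeding, the relation of tlr-5 to the inflammatory score and the results without the 6 libraries were chosen after the result was seen.

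In random splits of the libraries, chance can be excluded for the DEG counts of all 12 comparisons with sham, for the conserved counts of the 4 treatments, for FCN against FCF at 4 and 8 hpc, for NCN against NCF at 2 and 4 hpc and for fasted against fed infected fish, where 1 of 100 splits, the real one, gave as many. It cannot be excluded for clipped against unclipped fish (10 of 100). For the 9 comparisons with 0 DEGs in edgeR the splits decide nothing, since every split (100 of 100) has as many. For the number of gene sets called, chance can be excluded in FCF (1 of 100 splits) and cannot in NCF (5 of 100), FCN (5), NCN (6), fasted against fed (10) and clipped against unclipped fish (10). For single sets, without adjustment for their number, chance can be excluded for fatty acid synthesis in all 4 treatments, cytokine receptors in FCF, NCF and FCN, autophagy in FCN and NCN, cholesterol biosynthesis in NCF, and the TCA cycle and complement in NCN. In fasted against fed fish it can be excluded for the TCA cycle, cholesterol biosynthesis, cytokine receptors, autophagy and complement, and in clipped against unclipped fish for beta-oxidation and cytokine receptors. By the splits chance cannot be excluded for the other sets called. The camera test compares a set with all other transcripts, many of which change under the real labels too. The splits of single sets thus do not decide whether a set differs from sham. For cholesterol biosynthesis in FCN and NCN the scores of single libraries argue against chance. By the splits the set results at the preset inter-gene correlation rest on weaker ground than the counts of DEGs.

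The pairs of libraries that share counts have at least 98.09% of their counts equal among transcripts with a mean count above 50, whereas other pairs have at most 1.315%, which argues against separate fish. Separate sequencing runs of a library would give at most 3.737%, which argues against these too. The reads of a library under both labels is a candidate explanation. Of 12 named transcripts that were lower than the fed median in at least 33 of 36 fasted fish, NCN 8 hpc replicate 1 lay above that median for 9.

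Genes with 2 or more annotated transcripts held few counts. Among ribosomal protein genes, 59 with 1 transcript had a median of 2272943 counts and 23 with more had a median of 115, which argues against weak expression as the reason. Reads on exons shared between transcripts may not have been counted.

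The count of 832 for fasted against fed fish was 827 with the RNA integrity number as a covariate, 786 with the library total, 787 with the pancreatic share, 839 without the 10 most abundant transcripts and 813 without the 6 libraries that share counts, which argues against each of these as the whole cause. The pancreatic share itself was 3.389 ± 1.715% in fasted and 4.411 ± 1.828% in fed infected fish (SD, n = 36 each). It was lower in fasted fish by a permutation test of its log2 within time and fin status (2-sided, p = 0.0292). Real differences in feeding stay open, as does the effect of tanks, which the labels do not give.

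With the RNA integrity number as a covariate, FCN against FCF at 8 hpc had 40 DEGs in place of 762, NCN against NCF at 2 hpc 0 in place of 176 and NCF at 8 hpc against sham 142 in place of 462. With the numbers shuffled within groups, 40, 65 and 35 of 100 shuffles gave a count as low, so a loss of this size comes from the added covariate alone in many shuffles. RNA integrity cannot be told apart from a cost of the covariate.

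Features conserved in FCN or NCN and in neither fed group were looked up in the fed group compared with the other sham group. Of 625 such features of FCN, 612 had a value in NCF, and 599 of these had the same direction. Of 502 such features of NCN, 489 had a value in FCF, and 487 of these had the same direction. Together this is 98.6%, with features conserved in both fasted groups counted for each. A response below the thresholds in fed fish may account for part of these features. The median change of the 77 shared transcripts was 2.29 ± 0.344 in fed and 2.82 ± 0.268 in fasted groups (SD, n = 6 groups), and higher in the fasted group in 5 of 6 pairs of the same time and fin status (exact permutation within pairs, p = 0.0625). The biological coefficient of variation between fish was 0.491 in fed and 0.496 in fasted groups, and higher in the fasted group in 4 of 6 pairs (exact permutation within pairs, p = 0.875). A larger spread in fed fish was thus not seen, though 6 pairs do not exclude a small one. Smaller changes in fed fish stay open.

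Within groups, tlr-5 varied with the inflammatory score (Pearson r = 0.817, permutation p = 1e-05, the smallest 100000 resamples can give; Spearman rho = 0.799; adjusted over 5 relations with Benjamini-Hochberg p = 2.5e-05; r = 0.806 without the 2 farthest), positive in 11 of 12 groups. Fish of a group may differ in their response as a whole. With the pancreatic share r was -0.347 (permutation p = 0.0087, adjusted p = 0.014), or 12% of the variance, which argues against it as the whole cause. With the RNA integrity number r was 0.1 (permutation p = 0.47) and with the library total 0.151 (permutation p = 0.3), which argues against these.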
